# Capicua regulates the survival of Cajal-Retzius cells in the postnatal hippocampus

**DOI:** 10.1038/s41419-025-08206-7

**Published:** 2025-12-22

**Authors:** Zain H. Patel, Rebekah van Bruggen, Mi Wang, Qiumin Tan

**Keywords:** Cell death in the nervous system, Neuronal development

## Abstract

Programmed cell death is crucial for organ morphogenesis and tissue homeostasis. Understanding programmed cell death in the developing brain is essential for comprehending both normal brain development and neurological disorders. In this study, we utilize Cajal-Retzius (CR) cells, transient neurons that populate the embryonic cortex and are predominantly eliminated in early postnatal stages, as a model to investigate the regulation of programmed cell death. While many CR cells typically undergo postnatal cell death, some persist into adulthood in the hippocampus, influencing local circuits and behaviors. Here, we show that the loss of capicua (CIC), a transcriptional repressor implicated in a rare neurodevelopmental syndrome and multiple cancers, results in aberrant survival of CR cells in the adult hippocampus. Altered cell survival is mediated by the cell-autonomous function of CIC in hippocampal CR cells. Surprisingly, the atypical persistence of CR cells following CIC loss does not impact hippocampal-dependent behaviors or susceptibility to kainic acid-induced seizures. Single-cell transcriptomic analysis unveils previously unrecognized heterogeneity among hippocampal CR cells and suggests a role of CIC in repressing *Fgf1* expression. Additionally, we reveal that FGF1 and BCL2 serve as pivotal regulators enhancing CR cell survival in the postnatal hippocampus. Our findings shed light on a previously unacknowledged role of CIC upstream of FGF signaling and elucidate the apoptosis mechanism governing developmental programmed CR cell death.

## Introduction

In the developing cerebral cortex, a significant portion of newborn neurons undergo cell death [1, 2]. Programmed cell death in the developing nervous system serves to promote morphogenesis, shape signaling centers, and prune neurons that are targeting inappropriate regions [1, 3]. The regulation of programmed cell death and its influence on the cellular architecture of the cerebral cortex carry significant implications for normal brain development as well as neurological disorders, and yet, our understanding of this process is incomplete. Cajal-Retzius (CR) cells—pioneer neurons that populate the outer layer of the embryonic cortex but then disappear during early postnatal life—present a unique system to address this question. CR cells are a class of early-born, transient neurons that are abundant in the marginal zone of the cortex and the hippocampal primordium in the embryonic brain. CR cells are organizers of early cortical development as they regulate radial migration and laminar positioning of excitatory neurons [4–6]. Hippocampal CR cells arise from the cortical hem [6–11]. In contrast to their neocortical counterparts, which undergo rapid cell death in the first two postnatal weeks in rodents, a substantial proportion of hippocampal CR cells remain throughout adulthood [12–14]. These persistent hippocampal CR cells regulate the local circuit and related behaviors [12, 15–18]. As such, CR cell clearance and survival are tightly controlled. Indeed, abnormal CR cell persistence due to *Bax* deletion or PI3K/AKT/mTOR pathway activation leads to impaired learning and memory and/or heightened seizure susceptibility in mouse models [19, 20]. Likewise, previous studies have suggested a link between abnormal CR cell persistence in the hippocampus and epilepsy pathology in humans [21, 22]. Despite the need to tightly regulate CR cell death during development, the underlying mechanisms and signaling pathways remain elusive.

Identifying genes associated with neurodevelopmental disorders often provides unique insights into previously unrecognized mechanisms that regulate brain development. One such gene is capicua (*CIC*), a transcriptional repressor widely studied as a downstream effector of the RAS/MAPK signaling pathway in the context of *Drosophila* development and human cancers. Activation of growth factor or the RAS/MAPK signaling leads to CIC degradation or translocation from the nucleus to the cytoplasm, resulting in de-repression of CIC target genes such as the PEA3 family transcription factors *ETV4* and *ETV5* [23–27], which play critical roles in cell proliferation and survival. It is therefore not surprising that somatic *CIC* loss-of-function variants have been identified in many cancers [24, 26]. On the other hand, germline heterozygous loss-of-function *CIC* variants are associated with a rare neurodevelopmental disorder characterized by developmental delay, intellectual disability, hyperactivity, autism, and epilepsy [28–33]. While we have previously shown that CIC is broadly expressed throughout the brain, including the hippocampus [28, 34], the functional role of CIC in specific neuronal subtypes remains elusive. Here, we investigate the consequences of selective deletion of CIC from hippocampal CR cells and the signaling pathways that regulate CR cell death in the postnatal hippocampus.

## Results

### Capicua is required in Cajal-Retzius neurons to promote their developmental cell death

In mice, CR cell neurogenesis peaks between embryonic day (E)10.5 and E13.5 [35, 36]. By E12.5, CR cells are already present at the cortical hem—the major source of hippocampal CR cells—and begin migrating tangentially along the marginal zone (layer I in neocortex, molecular layer in hippocampus). CR cells become post-mitotic almost immediately after leaving the ventricular zone of the hem at E13.5 [37]. Thus, they constitute a post-mitotic population from early embryogenesis onward, with no appreciable neurogenesis occurring after birth. Instead, CR cells undergo massive programmed cell death in the postnatal brain: between postnatal day (P)8 and P20, approximately 70% of hippocampal CR cells are eliminated [13, 14].

To address the role of CIC in hippocampal CR cells, we first utilized *Emx1-Cre; Cic*^*flox/flox*^ mice, in which Cre is activated in progenitor cells that give rise to forebrain excitatory neurons (including hem-derived CR cells) and glia beginning at E9.5 [38]. As a result, *Cic* is deleted from hippocampal CR cells (Fig. S1A). To determine if CIC deletion alters the developmental cell death of CR cells, we compared the number of hippocampal CR cells between the *Emx1-Cre; Cic*^*flox/flox*^ mice and the *Cic*^*flox*^ control and conditional heterozygous *Emx1-Cre; Cic*^*flox/+*^ mice. Using the established CR cell markers, TRP73 and RELN, we found that at P5 the density of CR cells was similar across all three groups (Fig. 1A B), indicating that early CR cell development from progenitors was not affected by CIC deletion. To determine whether apoptotic cell death was altered in the knockout, we performed TUNEL staining (Fig. S2A). At P14, during the peak period of CR cell elimination [13, 14], we did not detect any TUNEL^+^ signals in RELN^+^ CR cells in either control or knockout hippocampi (Fig. S2B), possibly because CR cells lose RELN immunoreactivity as they undergo apoptosis. Nonetheless, the overall number of TUNEL^+^ cells along the hippocampal fissure was significantly reduced in *Emx1-Cre; Cic*^*flox/flox*^ mice (Fig. S2C). Consistent with this, there was a greater number of CR cells in the adult *Emx1-Cre; Cic*^*flox/flox*^ mouse hippocampus (Fig. 1B). Together, these results suggest that CIC does not affect the early generation of CR cells but is required for their normal postnatal elimination.

**Fig. 1:**
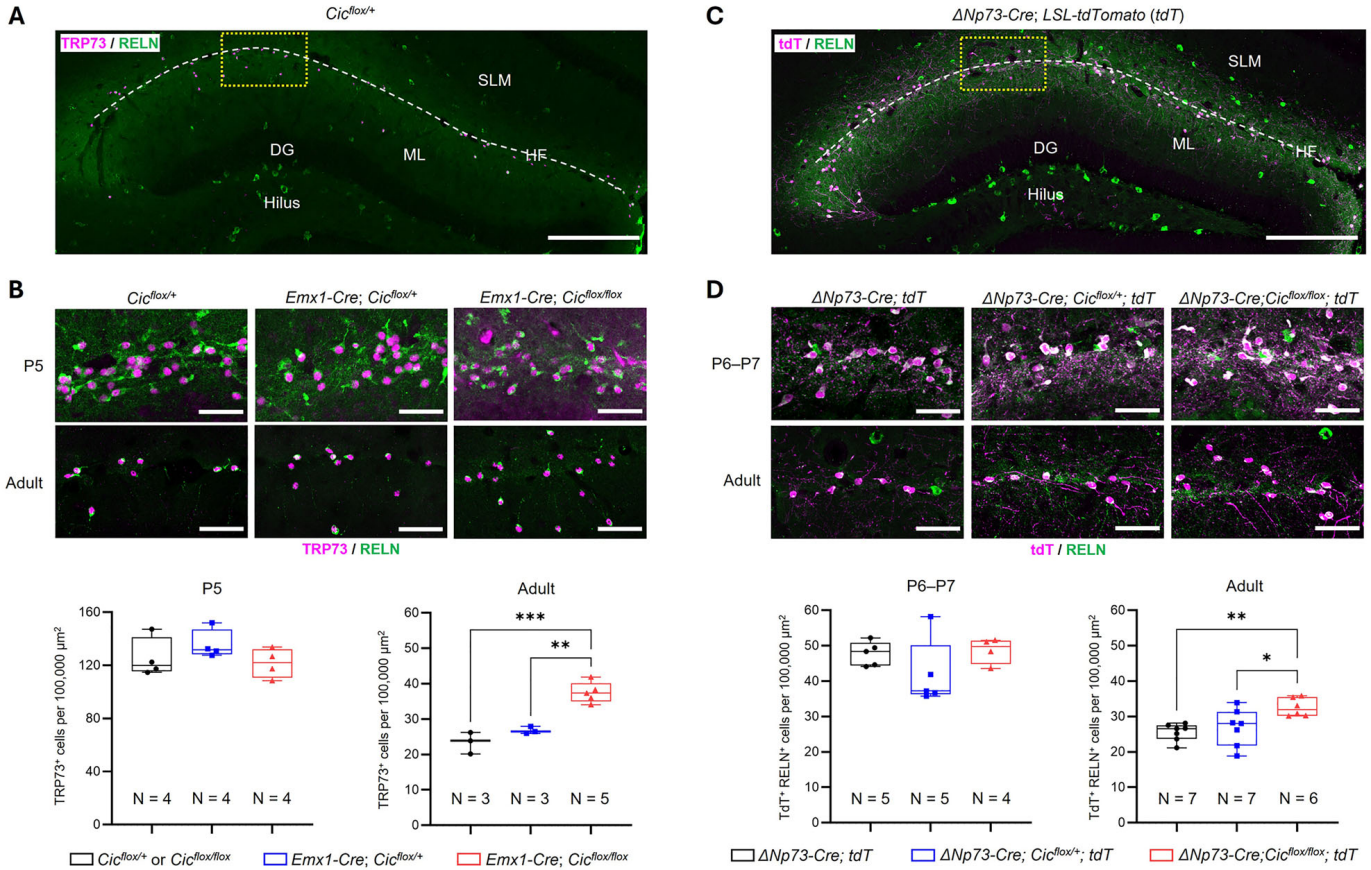
Loss of CIC leads to abnormal persistence of Cajal-Retzius cells in the adult hippocampus. **A** Representative overview of a coronal section of the dentate gyrus in the adult *Cic*^*flox/+*^ mouse hippocampus. Scale bar = 250 µm. **B** *Top:* Representative images of CR cells, identified by TRP73 and RELN immunostaining, along the hippocampal fissure from five-day old (P5) and adult aged (11-week-old) *Cic*^*flox/+*^, *Emx1-Cre; Cic*^*flox/+*^ and *Emx1-Cre; Cic*^*flox/flox*^ mice. Scale bars = 50 µm. *Bottom*: Quantification of CR cell density along the hippocampal fissure. **C** Representative overview of a coronal section of the dentate gyrus in the adult *ΔNp73-Cre; tdT* mouse. Scale bar = 250 µm. **D** *Top:* Representative images of CR cells identified by tdT and RELN immunostaining along the hippocampal fissure, from P6–P7 and adult (7-week-old) *ΔNp73-Cre; tdT*, *ΔNp73-Cre; Cic*^*flox/+*^*; tdT*, and *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* mice. Scale bars = 50 µm. *Bottom*: Quantification of CR cell density along the hippocampal fissure. SLM stratum lacunosum-molecular, HF hippocampal fissure, DG dentate gyrus, ML molecular layer. Data are presented as box and whiskers plots with all data points shown. Each data point represents a single animal, wherein three coronal sections of the hippocampus were quantified and averaged. Statistical analysis was performed using one-way ANOVA followed by Tukey’s *post hoc* test. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

Besides CR cells, the *Emx1-Cre* mouse line also drives Cre-mediated recombination in other forebrain excitatory neurons [38]. This brought into question whether abnormal persistence of hippocampal CR cells in the *Emx1-Cre; Cic*^*flox/flox*^ mice was due to loss of CIC from CR cells or other excitatory neurons in the hippocampus. To address this, we turned to the *ΔNp73-Cre* mouse line, which initiates Cre expression in CR cell progenitors at E11.5 and remains largely restricted to these cells during early postnatal stages [14, 39]. Additionally, we incorporated the Cre-dependent reporter LSL-tdTomato (*tdT*) to generate the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* mice. We first characterized the knockout efficiency of the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* mouse line and found that CIC was deleted from approximately 75% of CR cells in the hippocampus (Fig. S1B). At P5, short-term EdU (5-ethynyl-2´-deoxyuridine) labeling confirmed that all hippocampal CR cells were post-mitotic in both control and knockout mice (Fig. S2), and CR cell density at around P6 was similar between the genotypes (Figs. 1C, D and S3C). At P14, during the peak period of CR cell death, TUNEL staining revealed a significant reduction in apoptotic cells in *ΔNp73-Cre; Cic*^*flox/flox*^ mice (Fig. S2D). Consistent with this, CR cell density was significantly greater in the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* adult hippocampus (Fig. 1D). Together, these findings indicate that CIC is not required for the generation or early maturation of CR cells but acts cell-autonomously within CR cells to ensure their normal developmental elimination in the postnatal hippocampus.

### Loss of CIC from CR cells does not affect cognitive behaviors and seizure susceptibility

CR cell-dependent glutamate transmission has recently been shown to be necessary for hippocampal-dependent behaviors, including anxiety and memory in young mice between 4–5 weeks of age [18]. We therefore tested if abnormal CR cell persistence due to the loss of CIC affects neurobehaviors in young mice. Four- to 5-week-old *ΔNp73-Cre; Cic*^*flox/flox*^ and control mice were subjected to behavioral analyses. In the open field assay, we did not observe any significant differences in distance traveled, time spent in the center of the arena, nor the center-to-total distance ratio (Fig. 2A), indicating normal locomotor activity in the mutant mice. In the light–dark box assay, the *ΔNp73-Cre; Cic*^*flox/flox*^ mice showed no differences in preference for the light region versus the dark region compared to the control mice (Fig. 2B). In the elevated plus maze test, the *ΔNp73-Cre; Cic*^*flox/flox*^ mice spent a similar amount of time in the open arms compared to the controls (Fig. 2C). These results suggest that anxiety-like behaviors were not changed in the knockout mice. The spontaneous Y maze test was further conducted to assess spatial working memory, and we found that the *ΔNp73-Cre; Cic*^*flox/flox*^ mice did not exhibit a significant difference in the alternation index (Fig. S4A).

**Fig. 2:**
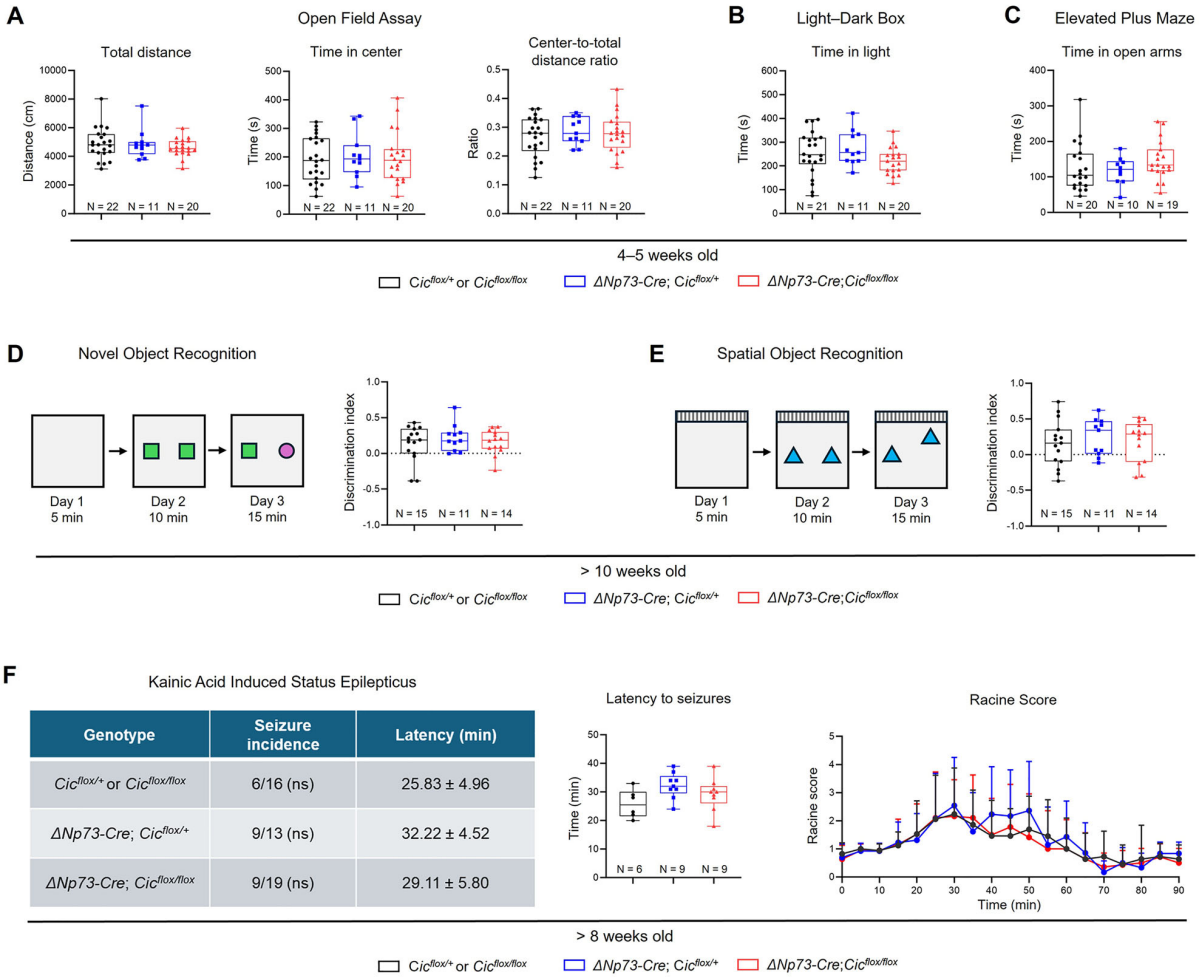
Selective loss of CIC from Cajal-Retzius cells does not affect cognitive function or kainic acid-induced seizure susceptibility. 4- to 5-week-old *Cic*^*flox*^, *ΔNp73-Cre; Cic*^*flox/+*^, and *ΔNp73-Cre; Cic*^*flox/flox*^ mice were subject to **A** the open field assay, **B** the light–dark box assay, and (**C**) the elevated plus maze test. **D** 10-week or older *Cic*^*flox*^, *ΔNp73-Cre; Cic*^*flox/+*^, and *ΔNp73-Cre; Cic*^*flox/flox*^ mice were subject to the novel object recognition assay. *Left:* Overview of the novel object recognition paradigm. *Right*: Quantification of the discrimination index. A positive value indicates the mouse spent more time with the novel object compared to the familiar object. **E** 10-week or older mice were subject to the spatial object recognition assay. *Left:* Overview of the experimental paradigm. *Right*: Quantification of the discrimination index. A positive value indicates the mouse spent more time with the moved object compared to the static object. **F** 8-week or older mice were intraperitoneally injected with 20 mg/kg of kainic acid. Mice were monitored for 90 minutes, and behavioral seizures were scored according to a modified Racine scale. *Left:* Summary of the number of mice that developed seizures in each group and the latency to seizure onset. *Middle*: Latency to seizure onset of the mice that developed a seizure. *Right*: Racine score over the 90-minute monitoring period. Data are presented as box and whisker plots with all data points shown, or as a line graph with error bars representing ± SD. Statistical analysis was performed using one-way ANOVA followed by Tukey’s *post hoc* test. Each data point represents a single animal.

Aberrant survival of CR cells due to *Bax* deletion impairs learning and memory in adult mice [20]. We therefore tested whether abnormal CR cell persistence due to the loss of CIC impairs cognitive functions in adult mice that are older than 8 weeks of age. We conducted novel object recognition and spatial object recognition assays to assess episodic memory and hippocampal-dependent spatial learning and memory, respectively. The discrimination index was calculated to determine the preference of a mouse for the novel object compared to the familiar object in the novel object recognition test, or the moved object compared to the static object in the spatial object recognition test. In both assays, there was no significant difference in the discrimination index between the *ΔNp73-Cre; Cic*^*flox/flox*^ mice and the controls (Fig. 2D, E). Additionally, we performed the open field assay and the elevated plus maze test and did not observe any differences in any of the parameters measured (Fig. S4B, C). We also found that mutant mice spent a similar amount of time freezing compared to the control groups in both the context- and cue-dependent fear conditioning assays (Fig. S4D).

As aberrant CR cell survival in the hippocampus is associated with increased seizure susceptibility [19, 20], we sought to determine whether abnormal CR cell persistence upon the loss of CIC affects kainic acid-induced seizures. To this end, adult control and *ΔNp73-Cre; Cic*^*flox/flox*^ mice received an intraperitoneal injection of kainic acid, and their behavior and seizure intensity were scored using the Racine scale over a 90-min period. There were no significant differences in the number of mice that developed seizures in each group, nor the latency to the first seizure (Fig. 2F). Additionally, the Racine scores in mice that developed seizures were similar across the three groups (Fig. 2F). These behavioral results demonstrate that ablation of CIC from CR cells does not negatively impact cognitive behaviors and kainic acid-induced seizures.

### BCL2 promotes hippocampal Cajal-Retzius cell survival

Hippocampal CR cell death is partly dependent on the pro-apoptotic factor BAX [20], the function of which is sequestered by BCL2 [40–42]. Because the role of BCL2 has not been studied in the context of hippocampal CR cell death, we decided to further elucidate its role in this process. We first examined whether BCL2 levels were altered in the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* knockout mice. We found that at P17, when hippocampal CR cells undergo rapid cell death [13, 14], a significantly larger proportion of CR cells in the knockout mice showed detectable levels of BCL2 compared to the controls (Fig. 3A). We next determined if overexpression of BCL2 was sufficient to drive abnormal CR cell persistence using adeno associated virus (AAV) carrying a Cre-dependent V5-tagged *Bcl2* construct (AAV8/*DIO-Bcl2-V5*) via intracerebroventricular injection into P0 *ΔNp73-Cre* pups (Figs. 3B and S5A). This approach efficiently transduces postnatal hippocampal CR cells without impacting other hippocampal neurons [14]. Control groups included wildtype pups injected with the same virus or *ΔNp73-Cre* pups injected with AAV8 carrying a Cre-dependent channelrhodopsin construct (AAV8/*DIO-hChR2-mCherry*). Quantification revealed significantly fewer TUNEL^+^ apoptotic cells at P14 and increased CR cell numbers at P20 in the hippocampal fissure of AAV8/*DIO-Bcl2-V5* injected mice compared to controls (Figs. 3B and S5B), demonstrating a pro-survival effect of BCL2 on hippocampal CR cells. To determine whether BCL2 mediates enhanced CR cell survival in the absence of CIC, we generated two Cre-dependent AAV/shRNA constructs targeting *Bcl2* (Fig. S6). Both constructs efficiently reduced BCL2 in vitro (Fig. S6C, E); however, only the U6 promoter-based AAV8/*CreON-shBcl2* significantly decreased CR cell density in *ΔNp73-Cre; Cic*^*flox/flox*^ mice, restoring it to control levels (Figs. 3C and S6F). Together, these findings demonstrate that BCL2 upregulation is both sufficient to promote CR cell survival and necessary for their abnormal persistence when CIC is deleted.

**Fig. 3:**
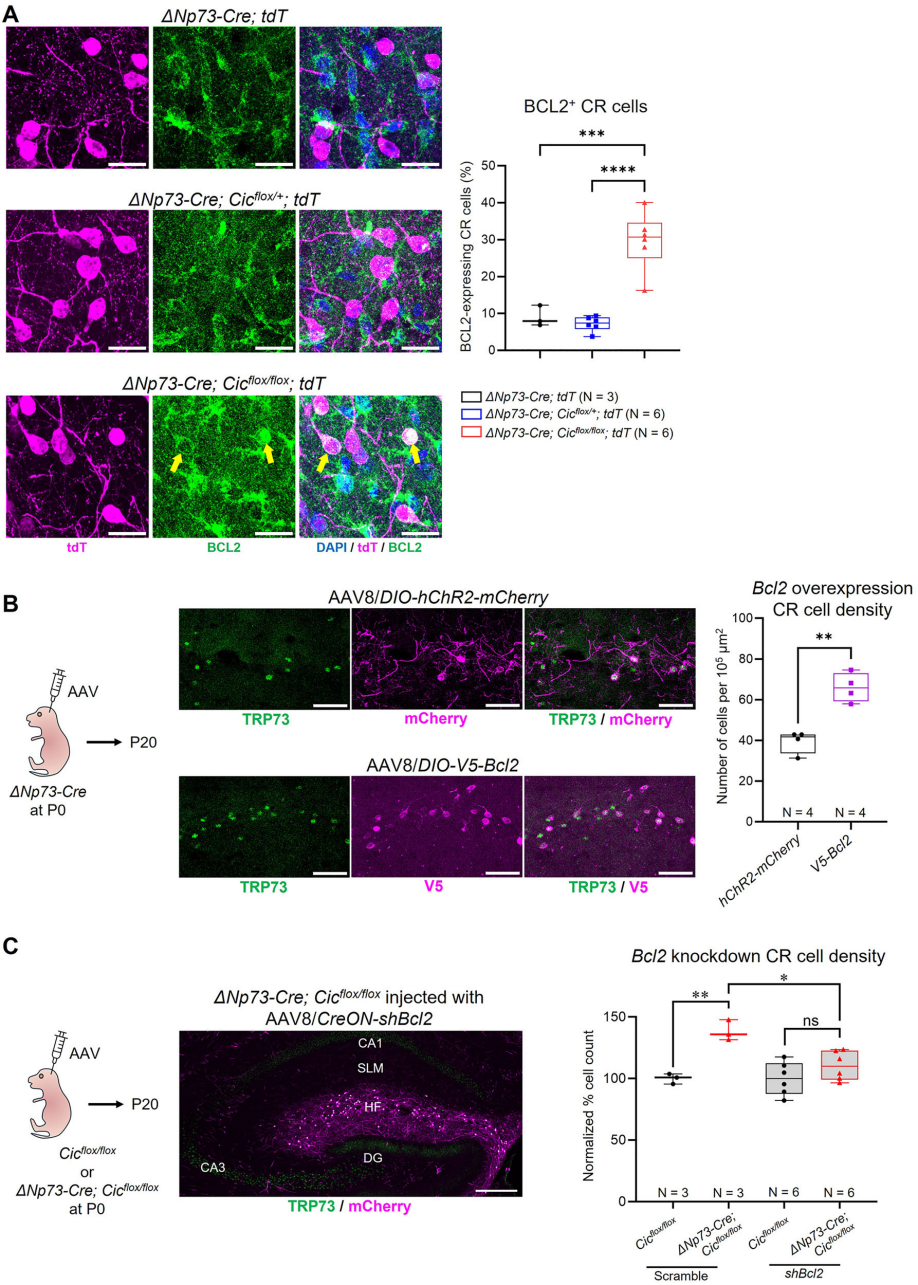
BCL2 promotes CR cell survival in the postnatal mouse hippocampus. **A** A greater proportion of CR cells express BCL2 in the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* mouse hippocampus at P17. *Left*: Representative images of CR cells along the hippocampal fissure. CR cells were identified by their expression of tdTomato (tdT). Yellow arrows point to CR cells expressing BCL2 in the knockout mice. Quantification is shown on the right. Scale bars = 20 µm. Each data point represents a single animal wherein three coronal sections of the hippocampus were quantified and averaged. Statistical analysis was performed using one-way ANOVA followed by Tukey’s *post hoc* test. **B** *Left*: Schematic of the intracerebroventricular injection paradigm and experimental timeline. *Middle*: Representative images of CR cells along the hippocampal fissure in P20 *ΔNp73-Cre* mice injected with either AAV8/*DIO-hChR2-mCherry* or AAV8/*DIO-V5-Bcl2*. Scale bars = 50 µm. *Right*: Quantification of CR cell density along the hippocampal fissure. Each data point represents a single animal wherein three coronal sections of the hippocampus were quantified and averaged. Statistical analysis was performed using Welch’s *t*-test. **C** *Left*: Schematic of the intracerebroventricular injection paradigm and experimental timeline. *Middle*: Overview of the hippocampus from a P20 *ΔNp73-Cre; Cic*^*flox/flox*^ mouse injected with AAV8/*CreON-shBcl2*. SLM, stratum lacunosum-moleculare; HF, hippocampal fissure; DG, dentate gyrus. Scale bar = 200 µm. *Right*: Quantification of normalized CR cell density along the hippocampal fissure in P20 mice. Data from knockout mice were normalized to littermate controls injected with the same virus to minimize variation between litters and viral preparations. Statistical analysis was performed using nested one-way ANOVA followed by Sidak’s *post hoc* test, with three brain sections analyzed per animal and sections treated as nested observations. Each data point represents one animal. Data are presented as box and whisker plots with all data points shown. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001; ns, not significant.

### Single-cell transcriptomics reveals distinct subtypes of *ΔNp73*-lineage Cajal-Retzius cells in the postnatal hippocampus

In the embryonic brain, CR cells arise from four distinct progenitor domains, including the ventral pallium, the septum, the thalamic eminence, and the cortical hem [6, 43, 44], but whether additional heterogeneity exists within each ontogenetically defined subtype is unknown. Hippocampal CR cells originate from the cortical hem and are targeted by the *ΔNp73-Cre* [10, 11]. To gain insight into the transcriptional identity of hippocampal CR cells, we performed single-cell RNA-sequencing (scRNA-seq) on CR cells isolated from the *ΔNp73-Cre; Cic*^*flox/+*^*; tdT* (conditional heterozygous) and the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* (conditional knockout) mouse hippocampus at P14. 

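The tdT-expressing cells of 4 littermates per genotype were pooled into 1 library. The control library (conditional heterozygous) came from 3 male and 1 female mice and the knockout library (conditional knockout) from 2 male and 2 female mice, so no difference between the genotypes had a replicate check. The authors deposited raw counts of unique molecular identifiers (UMIs, each marking 1 captured RNA molecule) for 32285 genes in every barcode, without normalization and before any barcode was called a cell. The matrices held 16336796 UMIs for the control and 6777071 UMIs for the knockout. Their header names Cell Ranger 4, whereas the methods name another version, and the paper's text does not name whether reads in introns were counted. Barcodes were called cells when they held at least 10% of the UMIs of the 99th percentile of the brightest barcodes, which came to 1933 UMIs in the control and 2161 UMIs in the knockout. Fainter barcodes of at least 500 UMIs were added when they differed from the profile of droplets without cells (45000 barcodes of low rank per library) at a false discovery rate of 0.01. This gave 1198 control cells and 450 knockout cells. The paper's quality limits at 3 median absolute deviations then left out 203 control cells and 59 knockout cells. The 8 control cells and 1 knockout cell with the highest doublet scores were also removed, with Scrublet in place of the paper's DoubletFinder. The cells kept held between 1852 and 21009 UMIs in the control (median 6199) and between 2678 and 19604 UMIs in the knockout (median 6455). Droplets without cells had medians of 87 UMIs in the control and 33 UMIs in the knockout. The libraries were integrated and clustered with the paper's settings in Seurat 5.3.0. Expression was summed over the cells of a group and scaled to a total of 1000000 UMIs outside the mt-, Rpl, Rps and Mrp genes (CPM). Shares are given with 95% exact binomial (Clopper-Pearson) intervals, and ratios of CPM with 95% exact intervals for the ratio of 2 Poisson counts. These intervals cover counting error only. Cells of 1 library are not replicates, so no significance test was run across cells.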

We opted to use the conditional heterozygous mice as controls as they did not show any CR cell death or behavior deficits (Figs. 1–2) and allowed us to pool sufficient animals from the same litters on the same day for the single-cell study. We chose P14 because hippocampal CR cells undergo rapid elimination at this stage [13, 14], and we had observed reduced TUNEL^+^ apoptotic cells at this stage following *Cic* deletion (Fig. S2) or *Bcl2* overexpression (Fig. S5B). Hippocampi from P14 conditional heterozygous or conditional knockout mice were dissected, and *tdT*-expressing CR cells (~ 3% of total cells) were isolated via fluorescence-activated cell sorting followed by single-cell sequencing (Fig. 4A). Analysis of the single-cell data revealed four clusters (Fig. 4B). 

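Clustering of both libraries gave 5 clusters of 534, 409, 331, 99 and 4 cells. In each of the 4 larger clusters, at least 7 of 8 listed CR cell markers had a UMI in at least 25% of the cells. Each of *Cck*, *Gabrg3*, *Grik1* and *Pcp4* gave its name to the cluster in which its own CPM was highest. From the largest to the smallest, the clusters were named in this order. Only this match ties them to the paper's clusters 0 (*Cck*), 1 (*Grik1*), 2 (*Gabrg3*) and 3 (*Pcp4*). The smallest cluster, of 1 control cell and 3 knockout cells, had 6 of 7 listed astrocyte markers, was led by *Clu* and *Apoe*, and was left out of the CR cells. Genes induced by activity or dissociation, *Nr4a3* and *Npas4*, were among the 10 leading genes of the *Gabrg3* cluster. The number of CR cell clusters moved most with the resolution, from 3 at a resolution of 0.3 to 6 at 0.8.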

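*Trp73* (ENSMUSG00000029026) lies on chromosome 4 of GRCm38 from 154056253 to 154140208, and *Reln* (ENSMUSG00000042453) on chromosome 5 from 21884454 to 22344702. In control cells, *Trp73* was at 506 CPM in the *Cck* cluster, 459.8 CPM in the *Grik1* cluster, 376 CPM in the *Gabrg3* cluster and 552 CPM in the *Pcp4* cluster. Its values in knockout cells, in the same order, were 578, 523, 359 and 467 CPM. *Reln* was highest in the *Cck* cluster of both libraries (9313 CPM in the control and 9087 CPM in the knockout) and lowest in the *Pcp4* cluster (5489 and 4865 CPM). A *Trp73* UMI was found in 88.5% (86.4 to 90.5) of the 986 control cells of the 4 clusters and in 91.0% (87.6 to 93.6) of the 387 knockout cells. After every cell was thinned to 3000 UMIs, which left out 25 control cells and 8 knockout cells below that number, the shares were 70.6% and 73.4%. A *Reln* UMI was found in 99.9% of thinned control cells and 99.7% of thinned knockout cells. Among droplets without cells, 4.63% in the control and 1.90% in the knockout held a *Trp73* UMI, and 5.57% and 1.72% held a *Reln* UMI. Such droplets held medians of only 87 and 33 UMIs. Their shares, for these and other genes, thus cannot be set beside shares of cells. *Trp73* was at 816 CPM in control and 883 CPM in knockout droplets, above its value in each cluster. *Reln* was at 993 and 804 CPM there, below its value in each cluster.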

*Trp73* and *Reln*, selective markers of CR cells, were highly expressed in all four clusters, validating our CR cell enrichment approach and their *ΔNp73*-lineage CR cell identity (Fig. 4C). 

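To keep the named genes from shaping the clusters they were measured in, the cells were clustered again with these genes left out of the variable features. This gave 4 clusters of 538, 465, 275 and 99 cells, named in the same way. Each gene names the cluster where it was highest over both libraries, so a ratio above 1 there partly follows from the naming. The 4 clusters hold all cells, so the 4 cells with astrocyte markers are counted among the CR cells here. *Cck* (ENSMUSG00000032532; chromosome 9 of GRCm38, 121489824 to 121495694) was at 283 CPM in the *Cck* cluster of the control library and at 81.4 CPM in its other CR cells, a 3.47-fold difference (3.04 to 3.98). In the knockout library it was at 248 CPM and 58.0 CPM, a 4.27-fold difference (3.36 to 5.46). With cells thinned to equal depth, which kept 377 of 387 control cells and 148 of 151 knockout cells of the *Cck* cluster, 43.8% and 34.5% of them held a *Cck* UMI, against 53.0% and 51.0% before thinning. The thinned shares in control cells were 11.6% in the *Gabrg3* cluster, 5.61% in the *Grik1* cluster and 18.6% in the *Pcp4* cluster. A *Cck* UMI was found in 0.796% of control droplets without cells and in 0.171% of knockout droplets.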

Marker gene analysis of each cluster showed that the neuropeptide gene *Cck* was highly selective for cluster 0 (Fig. 4D). Gene ontology and functional pathway analysis further showed that cluster 0 was highly enriched for genes related to axon development (Fig. 4E and Table S1). 

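In Table S1, the paper's *q*-values for cluster 0 are 0.005918 for axonogenesis and 0.02352 for axon guidance as gene ontology terms. Axon guidance as a pathway has a *q*-value of 0.05143 there. The term lists behind these values were not used here. In their place, the UMIs of 75 genes of axon guidance families (semaphorins, plexins, ephrins and their receptors, Slit and Robo genes, netrins and their receptors, and neuropilins) were summed as a share of UMIs. In control cells, these genes took 0.928% of UMIs in the *Cck* cluster (0.916 to 0.941), 1.07% in the *Grik1* cluster (1.05 to 1.08), 1.03% in the *Gabrg3* cluster (1.01 to 1.05) and 0.525% in the *Pcp4* cluster (0.510 to 0.540). In knockout cells, the shares were 0.823%, 1.01%, 0.989% and 0.512%. This sum weights each gene by its abundance, unlike a test on a list of marker genes.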

Interestingly, cluster 1 cells selectively expressed the glutamate receptor *Grik1* and these cells were enriched for genes related to “Glutamatergic synapse”, while cluster 2 cells expressed high levels of the GABA_A_ receptor *Gabrg3* and were enriched for genes related to “GABAergic synapse” (Fig. 4D, E). 

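*Grik1* (ENSMUSG00000022935) lies on chromosome 16 of GRCm38 from 87895900 to 88290265, and *Gabrg3* (ENSMUSG00000055026) on chromosome 7 from 56716465 to 57387188. In the clusters made without the named genes, *Grik1* was 5.29-fold higher (4.42 to 6.34) in the *Grik1* cluster than in the other CR cells of the control library and 4.54-fold higher (3.17 to 6.49) in the knockout library. *Gabrg3* was 1.83-fold higher in its cluster in both libraries, with intervals of 1.68 to 2.00 in the control and 1.59 to 2.11 in the knockout. *Grik1* UMIs were found in 28.1% of thinned control cells and 25.0% of thinned knockout cells of the *Grik1* cluster, and *Gabrg3* UMIs in 55.3% and 54.0% of those of the *Gabrg3* cluster. Thinning kept 196 of 199 control cells and all 76 knockout cells of the first, and 318 of 326 and 137 of 139 of the second. Without it, the shares were 43.7% and 36.8% for *Grik1* and 69.0% and 73.4% for *Gabrg3*. *Gabrg3* UMIs were also found in 39.3% of thinned control cells of the *Cck* cluster. In the knockout *Grik1* cluster, 47.4% of thinned cells (35.8 to 59.2) held one, which overlaps the interval of the *Gabrg3* cluster (45.3 to 62.6). The CPM intervals of these clusters did not overlap, at 305 (258 to 358) and 427 (386 to 472). Of control droplets without cells, 0.153% held a *Gabrg3* UMI. For *Grik1*, that share of droplets was 0.129%. In the first clustering, which the named genes helped to shape, the other 27 glutamate receptor genes took 0.452% of UMIs in the control *Grik1* cluster (0.441 to 0.463), 0.444% in the *Cck* cluster (0.436 to 0.453) and 0.364% in the *Gabrg3* cluster (0.355 to 0.373). In the knockout library these shares were 0.474% (0.457 to 0.493), 0.444% (0.431 to 0.458) and 0.401% (0.388 to 0.415). In the same clusters, the other 19 GABA receptor genes took 0.122% of UMIs in the control *Gabrg3* cluster (0.117 to 0.127), 0.116% in the *Grik1* cluster (0.110 to 0.121) and 0.108% in the *Cck* cluster (0.104 to 0.113). In the knockout library the 3 clusters were within each other's intervals for these GABA receptor genes, at 0.116%, 0.117% and 0.118%.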

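Across 8791 genes, the profile of the control *Pcp4* cluster had a Spearman rho of 0.915 with that of the knockout *Pcp4* cluster and of 0.714 to 0.736 with the other 3 knockout clusters. Between these other 3 clusters, rho was 0.922 to 0.944 for the same cluster in the 2 libraries and 0.892 to 0.919 for different clusters. These are correlations across genes, which are not independent replicates. *Pcp4* (ENSMUSG00000090223; chromosome 16 of GRCm38, 96467606 to 96525793) was at 1872 CPM in the control *Pcp4* cluster, 8.96-fold above the other CR cells (8.30 to 9.67), and at 1799 CPM in the knockout *Pcp4* cluster, a 10.1-fold difference (8.84 to 11.5), when the named genes were left out of the clustering. It was also abundant outside the cells, at 3278 CPM in control droplets and 2959 CPM in knockout droplets, of which 15.9% and 5.83% held a *Pcp4* UMI. In cells thinned to equal depth, 91.4% of the control *Pcp4* cluster held one (70 of 75 cells kept), against 41.4% of the *Cck* cluster, 44.4% of the *Grik1* cluster and 43.7% of the *Gabrg3* cluster.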

Cluster 3 was a distinct cluster segregated away from the other three clusters and cells in this cluster express high levels of the small calmodulin-binding protein *Pcp4*. Marker genes in cluster 3 were highly enriched for terms related to mitochondria function and neurodegenerative diseases, suggesting that this might be a cluster of CR cells undergoing active cell death. 

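Genes of oxidative phosphorylation encoded in the nucleus (98 genes whose symbols start with Nduf, Cox4 to Cox8, Uqcr, Atp5 or Sdh) took 2.91% of UMIs in the control *Pcp4* cluster (2.88 to 2.95) and 0.768% in the other control CR cells (0.761 to 0.775). In the knockout library, the shares were 3.32% (3.25 to 3.39) and 0.832% (0.821 to 0.844). The share moved most when it was taken of all UMIs, to 2.61% in the control and 2.97% in the knockout *Pcp4* cluster. Mitochondrially encoded genes went the other way, with 1.73% of all UMIs in the control *Pcp4* cluster and 3.21% in the other control cells, and 2.03% and 3.92% in the knockout. A set of 6 transcripts retained in the nucleus (*Malat1*, *Meg3*, *Miat*, *Kcnq1ot1*, *Rian* and *Mirg*) took 3.30% of UMIs in the control *Pcp4* cluster against 7.52% in the other control cells, and 3.24% against 7.41% in the knockout. In droplets without cells, the nuclear genes of oxidative phosphorylation took 4.57% of control UMIs and the retained transcripts 0.885%. Cells of the *Pcp4* cluster had medians of 13686 UMIs in the control and 14106.5 UMIs in the knockout, against 6043 and 6396 UMIs in the other CR cells. The paper's *q*-values for this cluster are 2.2269e-35 for oxidative phosphorylation and 1.1991e-42 for Parkinson disease. From the terms for mitochondrial function and neurodegenerative disease, the paper proposes that the cells of this cluster might be undergoing active cell death.

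**Figure D1:**
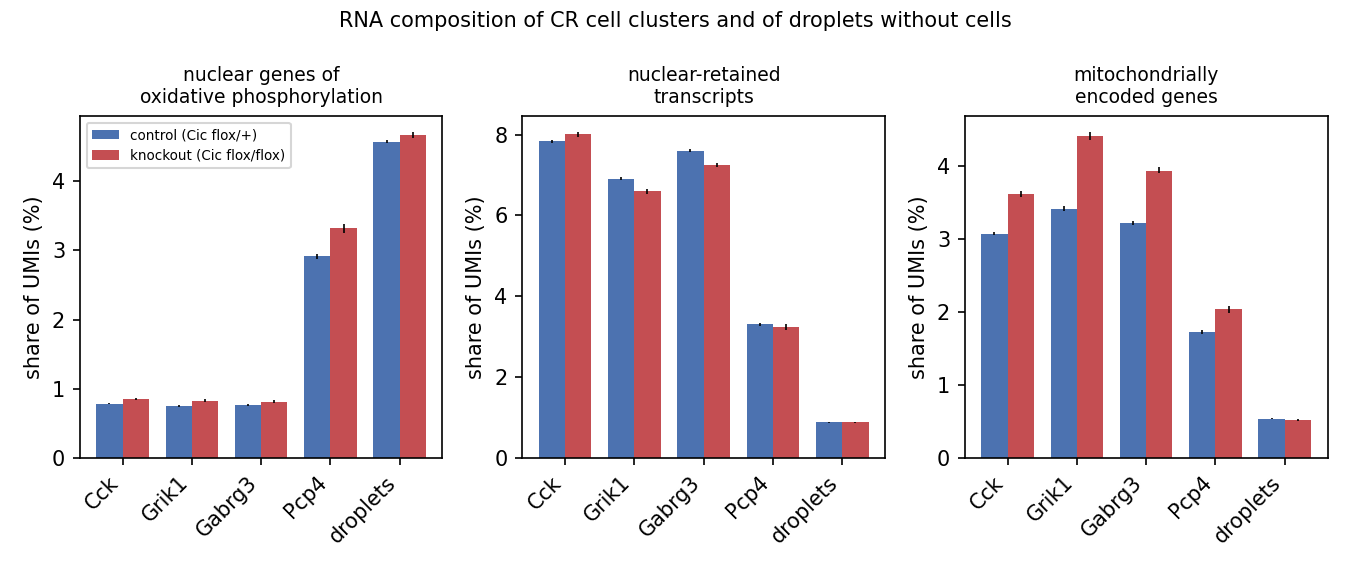
Share of UMIs (%, y axis) of nuclear genes of oxidative phosphorylation, of nuclear-retained transcripts and of mitochondrially encoded genes in the 4 CR cell clusters and in droplets without cells, for the control and the knockout library, with 95% exact binomial intervals as lines. The *Pcp4* cluster lies between the other clusters and the droplets in each panel.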

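The cells were clustered again under other settings, and each result was compared with the first one by the adjusted Rand index, which is 1 for identical clusters and near 0 for unrelated ones. It was 0.614 when the libraries were merged without integration, 0.646 at the lower clustering resolution and 0.795 when the named genes were left out. Other ways to call cells gave 0.684 (order-of-magnitude threshold alone), 0.734 (at least 1000 UMIs) and 0.842 (at least 500 UMIs). Other filters gave 0.723 (limits at 5 median absolute deviations), 0.740 (no limits) and 0.804 (no doublet removal). With the knockout library placed first in the integration, an order the methods leave open, the index was 0.823, and with 3 other random seeds it was 1, 1 and 0.991. The *Pcp4* cluster held the same number of cells, 99, in the first clustering, without the named genes and without integration.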

Overall, our single-cell transcriptomic analysis identified distinct subsets of CR cells in the early postnatal hippocampus, uncovering previously unappreciated heterogeneity of *ΔNp73*-lineage CR cells.

**Fig. 4:**
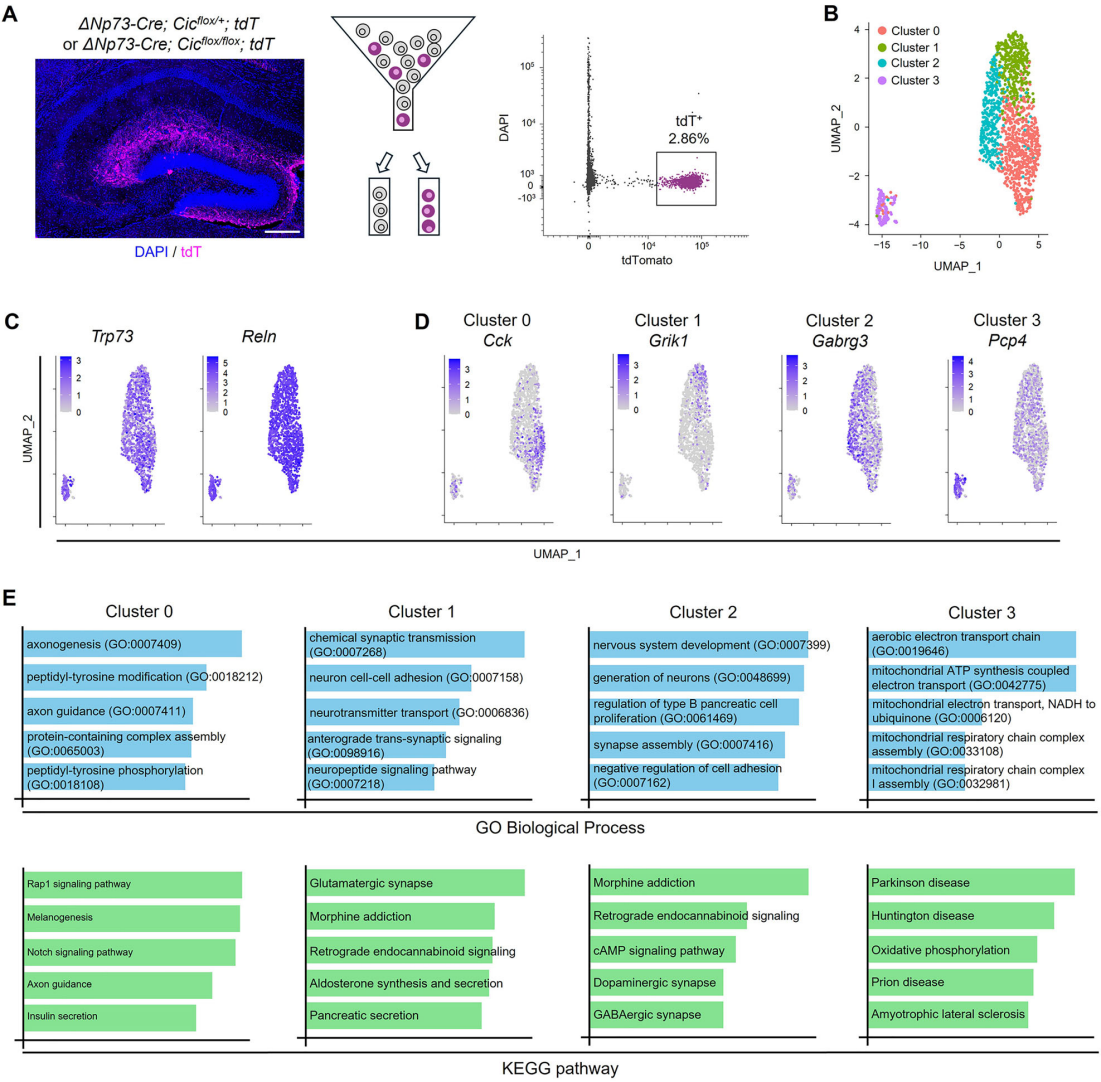
Single-cell transcriptomics reveals distinct subtypes of *ΔNp73*-lineage Cajal-Retzius cells in the postnatal hippocampus. **A** *Left:* A representative confocal image shows the hippocampus of a *ΔNp73-Cre; Cic*^*flox/+*^*; tdT* mice at postnatal day 14. tdT expression at this age is limited to hippocampal CR cells. *Middle:* The hippocampus was dissected for cell preparation and fluorescence activated cell sorting. *Right:* A representative flow cytometry dot plot shows that about 3% of the cell population were tdT-expressing cells. DAPI was used to discriminate live versus dead cells. **B** 2D uniform manifold approximation and projection (UMAP) plot reveals four distinct clusters of CR cells. **C** UMAP plots showing *Trp73* and *Reln* expression in all clusters. **D** UMAP plots showing enriched expression of selective marker genes in each of the clusters. **E** Gene ontology and functional pathway analyses of maker genes (*adjP* < 0.05) of each cluster. Only the top five most enriched gene ontology terms and pathways are shown based on their significance (*q*-value). Terms and pathways with the lowest *q*-value are at the top.

### *Fgf1* upregulation enhances Cajal-Retzius cell survival in the postnatal hippocampus

After quality control, we recovered 1013 cells from the *ΔNp73-Cre; Cic*^*flox/+*^*; tdT* control and 389 cells from the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* knockout scRNA-seq datasets. 

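With the filters described above, 987 control cells and 390 knockout cells were kept, holding 6728613 and 2801696 UMIs. Among the alternatives, the number of control cells was lowest, at 949, when only the order-of-magnitude threshold called cells, and highest, at 1187, without quality limits. For the knockout library the same alternatives gave 373 and 448 cells. The called cells held 44.0% of all UMIs of the control library and 44.8% of those of the knockout library. Most cells outside the limits had too few genes, 190 in the control and 51 in the knockout, and 115 and 28 cells were outside the limits on the mitochondrial share.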

The lower recovery in the knockout samples may reflect increased vulnerability of these cells to dissociation and sorting. Nonetheless, analysis of the two datasets did not reveal any clusters unique to the knockout mice, and the two groups of mice shared similar proportions of each cell cluster (Fig. 5A). 

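Cluster sizes were taken from the clustering without the named genes, since these include genes that differ between the libraries. The *Cck* cluster held 39.2% of the 987 control cells (36.1 to 42.3) and 38.7% of the 390 knockout cells (33.9 to 43.8). The *Grik1* cluster held 20.2% (17.7 to 22.8) and 19.5% (15.7 to 23.8), the *Gabrg3* cluster 33.0% (30.1 to 36.1) and 35.6% (30.9 to 40.6), and the *Pcp4* cluster 7.60% (6.02 to 9.43) and 6.15% (3.98 to 9.02). Each pair of shares lay within each other's intervals. The share of the *Pcp4* cluster in knockout cells moved most with the quality limits, to 9.50% of the CR cells at 5 median absolute deviations. When the libraries were merged without integration, 1 cluster of 108 cells, 27.7% of the knockout library (23.3 to 32.4), held 0 of 987 control cells, which allows a share of up to 0.373% there. Its leading genes included *Gm5820*, *9630014M24Rik*, *Etv4*, *C1ql1* and *Fgf1*, and all 8 CR cell markers were detected in it.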

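The libraries were compared in the *Cck*, *Grik1* and *Gabrg3* clusters together, 911 control cells with 5496280 UMIs and 363 knockout cells with 2353599 UMIs outside the genes left out. The targeted gene, *Cic* (ENSMUSG00000005442; chromosome 7 of GRCm38, 25267704 to 25294159), had 305 UMIs in the control and 120 UMIs in the knockout, 55.5 and 51.0 CPM, a ratio of 0.919 (0.738 to 1.14). A difference in *Cic* RNA was thus not detectable at this depth, and a UMI shows only that some RNA of the gene was captured near its 3′ end, not which exons it held. Over the 8791 genes with at least 100 UMIs, the median log2 ratio of knockout over control was 0.01. By a rule set in advance, the 5 genes highest and the 5 lowest in the knockout were taken by the bound of their interval nearer to 1, among genes with the same direction in each of the 3 clusters. The highest were *9630014M24Rik*, *Gm5820*, *Etv4*, *Fgf1* and *C1ql1*, and the lowest *AC150683.1*, *Egr1*, *Slc5a4b*, *Gm3227* and *Arid3b*. *C1ql1* rose from 4.73 to 65.4 CPM, 13.8-fold (9.09 to 21.8). *AC150683.1* had a ratio of 0.143 (0.0674 to 0.270) and *Slc5a4b* of 0.325 (0.184 to 0.543), but 112 of the 163 control UMIs of *AC150683.1* and 82 of the 122 control UMIs of *Slc5a4b* lay in a single cell. *Gm3227* and *Arid3b* had ratios of 0.337 (0.186 to 0.571) and 0.427 (0.275 to 0.642). With both sexes together, the apoptosis genes *Bcl2* (ratio 1.05, 0.709 to 1.54) and *Bax* (0.993, 0.772 to 1.27) did not differ beyond counting error. In cells with UMIs of Y-linked genes and none of *Xist*, the log2 ratio of *Bcl2* was -0.94 (-2.01 to -0.0191), lower beyond counting error. In cells with *Xist* UMIs and none of Y-linked genes it was 0.86, in the other direction.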

To identify the signaling pathway that regulates developmental CR cell death, we compared the differentially expressed genes (DEGs) of clusters 0, 1, and 2 between the two datasets (Fig. 5B). We excluded cluster 3 from this analysis due to the possibility that the cluster is undergoing active cell death which may preclude the identification of upstream signaling pathways prior to overt cell death. We found 24 DEGs shared by all three clusters, which include known CIC target genes *Etv4*, *Etv5*, and *Vgf* [45, 46], validating our single-cell approach and the conditional heterozygous as an appropriate control (Fig. 5B).

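The CPM ratio of knockout over control was taken for each of the 24 genes of Fig. 5B. All 24 had the same direction in each of the 3 clusters, 19 higher and 5 lower in the knockout, and 17 were at least 1.5-fold apart (14 higher and 3 lower). The alternatives gave 18 or 19 higher genes and 14 to 18 genes at least 1.5-fold apart, the lowest numbers coming from male-like cells alone. The list's median absolute log2 ratio was 1.08, above the highest median, 0.28, of 10000 random lists of 24 genes matched on expression. This describes these 2 libraries, on which the list was also chosen, and is not independent evidence. *Etv4* (chromosome 11, 101769742 to 101785371) had 13 UMIs in the control and 174 UMIs in the knockout, a ratio of 31.3 (17.8 to 59.9). *Etv5* (chromosome 16, 22381309 to 22439719) had a ratio of 4.89 (3.76 to 6.41) and *Vgf* (chromosome 5, 137026392 to 137033351) of 3.78 (2.93 to 4.90). The paper gives these genes as known CIC targets and reasons from them that the single-cell approach and the heterozygous control were appropriate. In the list, *Xist* (ratio 1.95, 1.85 to 2.07) and *Uty* (0.628, 0.543 to 0.725) also differ between the sexes, and 22.8% of the control cells and 46.3% of the knockout cells held *Xist* UMIs and none of 4 Y-linked genes. *Camk1d*, at a ratio of 1.97 in cells, had a ratio of 1.87 between the droplets without cells of the 2 libraries, and *Lncpint* of 0.758 and 0.747. *Egr1* had 401 UMIs in the control and 70 UMIs in the knockout, a ratio of 0.408 (0.312 to 0.527).

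**Figure D2:**
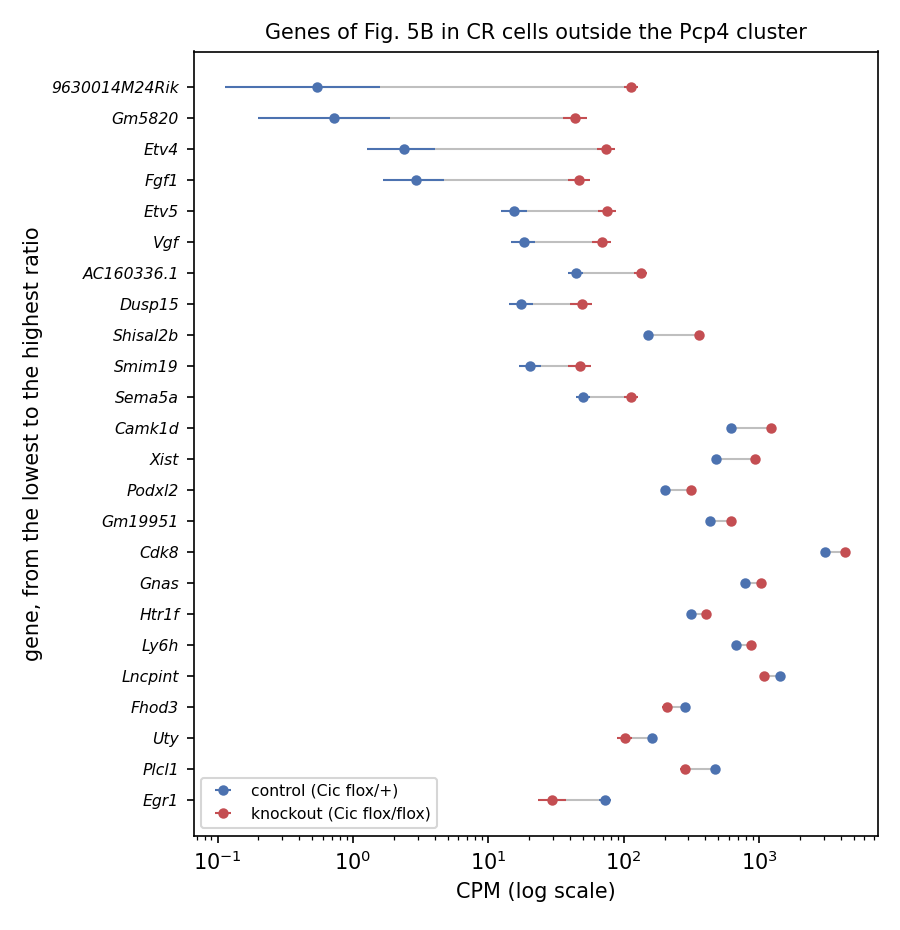
CPM (x axis, log scale) of the 24 genes of Fig. 5B in CR cells outside the *Pcp4* cluster, for the control and the knockout library, with 95% exact Poisson intervals as coloured lines and a grey line joining the 2 values. The knockout value is the higher one for 19 genes.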

**Fig. 5:**
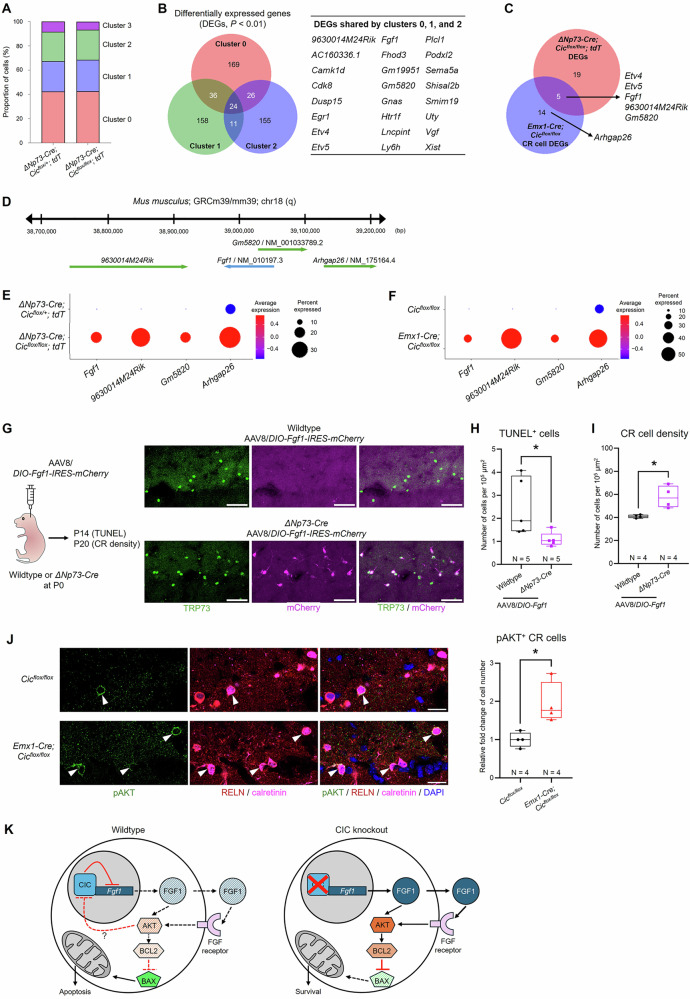
*Fgf1* upregulation enhances Cajal-Retzius cell survival in the postnatal hippocampus. **A** The proportion of cells within each cluster is similar between the *ΔNp73-Cre; Cic*^*flox/+*^*; tdT* and the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* samples. **B** Venn diagram of differentially expressed genes (DEGs) in clusters 0, 1 and 2 between the *ΔNp73-Cre; Cic*^*flox/+*^*; tdT* and the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* datasets. The 24 genes found in the overlap of all three clusters are shown on the right. **C** Venn diagram showing the overlap of DEGs between the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* dataset and the *Emx1-Cre; Cic*^*flox/flox*^ dataset. **D** Illustration of the *Fgf1* locus in the mouse genome shows *Fgf1* and three other adjacent transcripts. **E, F** Dot plots showing increased expression of *Fgf1*, *9630014M24Rik*, *Gm5820*, and *Arhgap26* in the *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* dataset (**E**) and in the *Emx1-Cre; Cic*^*flox/flox*^ dataset **F**. These four genes are located in or adjacent to the *Fgf1* locus in mice. **G** *Left*: Overview of the intracerebroventricular injection and experimental timeline. *Middle*: Representative images of TRP73^+^ CR cells along the hippocampal fissure from postnatal day (P) 20 wildtype and *ΔNp73-Cre* mice injected with the AAV. Scale bars = 50 µm. **H** Quantification of TUNEL-positive cell density along the hippocampal fissure at P14. Statistical analysis was performed using a nested *t*-test, with 3–4 brain sections analyzed per animal and sections treated as nested observations. Each data point represents one animal. **I** Quantification of CR cell density along the hippocampal fissure at P20. Each data point represents one animal, with values averaged from three coronal hippocampal sections. Statistical analysis was performed using Welch’s *t*-test. **J** *Left*: Representative images of phosphorylated AKT (pAKT)–positive CR cells (arrowheads) along the hippocampal fissure in P11 *Cic*^*flox/flox*^ and *Emx1-Cre; Cic*^*flox/flox*^ mice. Scale bars = 20 µm. *Right*: Quantification of the relative fold change in pAKT⁺ CR cell number, normalized to littermate controls. Each data point represents one animal, with values averaged from three coronal hippocampal sections. Statistical analysis was performed using Welch’s *t*-test. Data are presented as box-and-whisker plots with all data points shown. *, *p* < 0.05. **K** A working model that outlines the key regulators of hippocampal CR cell apoptosis versus survival in the presence and absence of CIC.

Because abnormal CR cell persistence was observed in both *Emx1-Cre; Cic*^*flox/flox*^ and *ΔNp73-Cre; Cic*^*flox/flox*^ mice (Fig. 1), we next leveraged our published single-nucleus RNA-seq dataset from P19 *Cic*^*flox/flox*^ control and *Emx1-Cre; Cic*^*flox/flox*^ knockout hippocampi [47]. Within this dataset, we bioinformatically isolated the CR cell cluster based on *Trp73* and *Reln* expression (Fig. S7). After quality control, we recovered 142 CR cells among 17,749 total control cells and 195 CR cells among 16,871 total knockout cells. DEG analysis between control and knockout CR cells identified 19 genes, five of which—*Etv4, Etv5, Fgf1, 9630014M24Rik, and Gm5820*—overlapped with the *ΔNp73-Cre* dataset (Fig. 5C). Intriguingly, *Fgf1*, *9630014M24Rik*, and *Gm5820* were consistently upregulated in both knockout models and are located in close proximity on the mouse genome (Fig. 5D–F**)**. Moreover, another gene in this locus, *Arhgap26*, was upregulated in clusters 0 and 1 of the *ΔNp73-Cre* dataset as well as in the *Emx1-Cre* knockout dataset (Fig. 5C–F). Together, these findings suggest that CIC loss in hippocampal CR cells de-represses the *Fgf1* genomic locus, pointing to FGF1 signaling as a candidate driver of their enhanced survival.

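Only the *ΔNp73-Cre* libraries were analysed here. In CR cells outside the *Pcp4* cluster, *Fgf1* (ENSMUSG00000036585; chromosome 18 of GRCm38, 38838673 to 38929472, minus strand) had 16 UMIs in the control and 110 UMIs in the knockout, 2.91 and 46.7 CPM, a ratio of 16.1 (9.46 to 29.1) or 4.00 on the log2 scale. *9630014M24Rik* (ENSMUSG00000118257; 38601534 to 38789045, plus strand), a long noncoding RNA, had 3 and 268 UMIs, 0.546 and 114 CPM, a ratio of 209 (70.6 to 1018) or a log2 ratio of 7.70. *Gm5820* (ENSMUSG00000117994; 38892458 to 38971276, plus strand), also a long noncoding RNA, had 4 and 103 UMIs, 0.728 and 43.8 CPM, a ratio of 60.1 (22.8 to 225) or a log2 ratio of 5.91. *Fgf1* and *Gm5820* share 37015 bp on opposite strands. The strand used in counting is not stated, so the division of UMIs between these 2 genes is uncertain. Among the alternatives set in advance, merging the libraries without integration lowered the log2 ratios most, to 2.99 for *Fgf1*, 6.62 for *9630014M24Rik* and 3.95 for *Gm5820*, because the cluster of knockout cells alone was then not named as CR cells and was left out. By cluster, *Fgf1* was 14.4-fold higher in the knockout (7.05 to 33.1) in the *Cck* cluster, 7.60-fold higher (3.19 to 20.8) in the *Gabrg3* cluster and at least 26.1-fold higher in the *Grik1* cluster, where the control had 0 UMIs and the ratio was taken against 3 (exact lower limit 19.9). At least 1 UMI of the 3 genes was found in 1.35% of thinned control cells (0.698 to 2.34) and in 34.4% of thinned knockout cells (29.4 to 39.5), and in 1.76% and 42.7% before thinning. Thinning left out 20 control cells and 5 knockout cells.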

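*Arhgap26* (ENSMUSG00000036452; chromosome 18 of GRCm38, 38993145 to 39376284) had 290 UMIs in control and 243 UMIs in knockout CR cells outside the *Pcp4* cluster, 52.8 and 103 CPM, a ratio of 1.96 (1.64 to 2.33). The ratio was 2.02 (1.54 to 2.65) in the *Cck* cluster, which stands for cluster 0, and 6.52 (3.91 to 11.2) in the *Grik1* cluster, which stands for cluster 1. In the *Gabrg3* cluster it was 1.22 (0.924 to 1.61), which is within counting error of 1, and in the *Pcp4* cluster 1.96, with an interval that also included 1. The control values of these 4 clusters were 52.4, 15.1, 84.9 and 24.2 CPM, and the knockout values 106, 98.2, 104 and 47.4 CPM.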

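The annotation holds 49 genes within 1000000 bp of *Fgf1* on either side, of which 31 had at least 20 UMIs in the 2 libraries. Apart from *Fgf1*, *9630014M24Rik*, *Gm5820*, *Arhgap26* and *Spry4*, the other 26 had ratios of knockout over control from 0.292 to 3.34. Of these, 4 were at least 1.5-fold higher and 8 at least 1.5-fold lower in the knockout. All 4 higher genes had intervals above 1, whereas among the 8 lower ones only that of *Pcdhga8* (0.0563 to 0.961) left out 1. *Spry4* (ENSMUSG00000024427), whose start lies 119 bp from the start of *9630014M24Rik* on the opposite strand, had 0 UMIs in the control and 22 UMIs in the knockout, at least 17.1-fold higher when the control was set to 3 UMIs, with an exact 95% lower limit of 12.8. *Gm15336*, a gene inside *Arhgap26* on the opposite strand, had 14 and 20 UMIs, a ratio of 3.34 (1.60 to 7.14). *Ndfip1* (4313 and 2142 UMIs) had a ratio of 1.16 (1.10 to 1.22), and *Nr3c1* (299 and 138 UMIs), the next gene with at least 20 UMIs beyond *Arhgap26*, of 1.08 (0.874 to 1.32). From the joint rise of *Fgf1* and its neighbours in both knockout models, the paper proposes that loss of CIC de-represses the *Fgf1* locus and that FGF1 signaling is a candidate driver of CR cell survival.

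**Figure D3:**
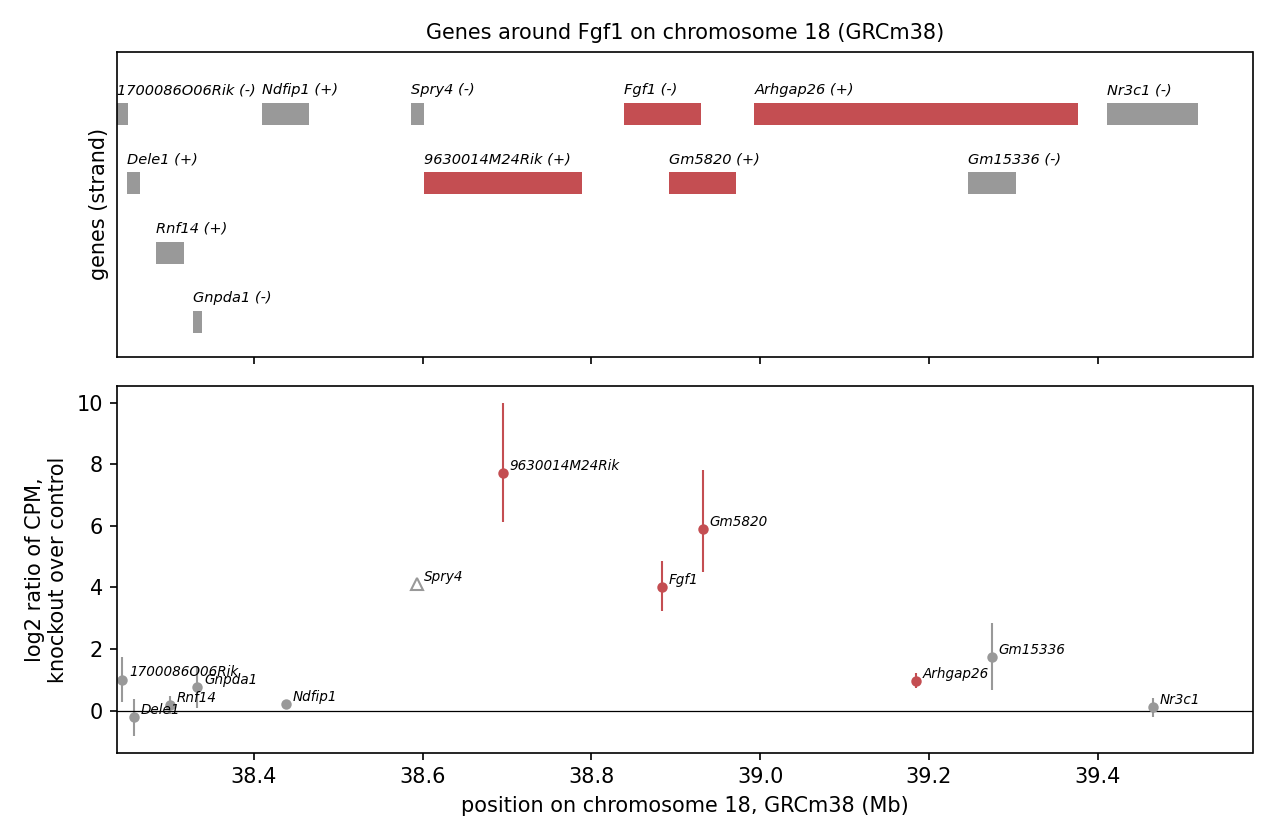
Genes with at least 20 UMIs around *Fgf1* on chromosome 18 of GRCm38 (upper panel, strand in brackets) and their log2 ratio of CPM, knockout over control, against position in Mb (lower panel), with 95% exact intervals as lines; an open triangle marks a lower bound. The genes of Fig. 5D, in red, range from 0.97 for *Arhgap26* to 7.70 for *9630014M24Rik*, and *Gm15336* inside *Arhgap26* is at 1.74.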

FGF1 is a neurotrophic factor that promotes neuronal cell survival in vivo and in vitro [48–53]. We next tested whether FGF1 overexpression could promote abnormal CR cell survival in the postnatal hippocampus. To this end, we delivered AAV carrying a Cre-dependent *Fgf1* construct (AAV8/*DIO-mFgf1-IRES-mCherry*) via intracerebroventricular injection into P0 *ΔNp73-Cre* or wildtype pups (Fig. 5G). TUNEL staining at P14 revealed fewer apoptotic cells in *ΔNp73-Cre* mice injected with AAV8/*DIO-mFgf1* (Fig. 5H). By P20, these mice displayed a significant increase in surviving CR cells (Fig. 5I), indicating that *Fgf1* upregulation is sufficient to enhance CR cell survival in the postnatal hippocampus. The pro-survival actions of FGF1 on neurons are thought to be mediated by either the MAPK pathway or the PI3K/AKT/mTOR pathway [54, 55], which inhibits apoptosis via BAX downregulation or BCL2 upregulation [48, 56, 57]. We first confirmed that the FGF1 receptor *Fgfr1* was expressed by a subset of CR cells across clusters 1–3 in the *ΔNp73-Cre* scRNA-seq dataset (Fig. S8). 

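*Fgfr1* (ENSMUSG00000031565; chromosome 8 of GRCm38, 25513654 to 25575718) had a UMI in 16.0% of the 387 knockout CR cells (12.5 to 20.1) and in 2.84% of the 986 control CR cells (1.90 to 4.08). The share moved most with thinning to equal depth, to 7.65% (5.18 to 10.8) in the knockout and 1.35% (0.722 to 2.30) in the control. By cluster, the shares in knockout cells were 21.2% (15.0 to 28.6) in the *Cck* cluster, 15.9% (8.98 to 25.2) in the *Grik1* cluster, 8.87% (4.51 to 15.3) in the *Gabrg3* cluster and 20.8% (7.13 to 42.2) in the *Pcp4* cluster. After thinning they were 8.11%, 10.2%, 6.56% and 0% (0 of 21 cells). An *Fgfr1* UMI was found in 0.0400% of knockout droplets without cells and in 0.0422% of control droplets. Summed outside the *Pcp4* cluster, *Fgfr1* had 41 UMIs in the control and 78 UMIs in the knockout, 7.46 and 33.1 CPM, a ratio of 4.44 (3.01 to 6.65). A single control cell held 15 of the 41 UMIs, and without the highest cell of each library the ratio was 6.65 (4.21 to 10.8). It was 6.71 (3.77 to 12.3) in male-like cells, which held UMIs of Y-linked genes and none of *Xist*, and 1.66 (0.936 to 3.00) in female-like cells.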

We then examined pathway activation by quantifying CR cells positive for phosphorylated ERK1/2 (pERK1/2, MAPK signaling) or phosphorylated AKT (pAKT, PI3K/AKT/mTOR signaling) in control and *Emx1-Cre; Cic*^*flox/flox*^ knockout mice at P11, prior to the onset of rapid CR cell death [13, 14]. Notably, knockout mice showed more CR cells immunoreactive for pAKT (Fig. 5J) and fewer positive for pERK1/2 (Fig. S8B), indicating that FGF1 enhances CR cell survival primarily through the PI3K/AKT/mTOR pathway rather than MAPK signaling (Fig. 5K).

## Discussion

The mechanisms of CR cell death in the hippocampus remain largely elusive but were once considered largely non-apoptotic [12, 58]. However, recent studies demonstrate that at least some hippocampal CR cells undergo apoptosis-dependent cell death [20]. Nonetheless, upstream regulators of CR cell apoptosis remain largely unexplored. In the present study, by combining *Cic* knockout mouse models, single-cell transcriptomics, and viral-mediated gene delivery to CR cells, we identified the FGF1–BCL2 axis acting downstream of CIC to regulate CR cell apoptosis in the postnatal hippocampus.

Our data show that *Cic* loss from CR cells results in a similar increase in CR cell density as seen with *Bax* knockout mice and mouse models of sustained PI3K-AKT-mTOR pathway activation. However, we did not observe behavioral abnormalities or altered seizure susceptibility in the CR-cell-specific *Cic* knockout mice. One possibility is that, compared to CIC, BAX and the PI3K-AKT-mTOR pathway may have additional roles in hippocampal CR cells beyond apoptosis regulation. For example, BAX plays a role in mitochondria metabolism and calcium homeostasis at the endoplasmic reticulum [59], and the PI3K-AKT-mTOR pathway regulates glycolytic metabolism and autophagy [60, 61]. It is possible that the behavioral deficits and/or altered seizure threshold in the *Bax* knockout mice and mouse models of PI3K-AKT-mTOR activation are due to the roles of these factors beyond apoptosis. Another possibility is that CIC is required in abnormally persisting CR cells to alter cognitive function and seizure susceptibility. How CIC may do so remains to be investigated, but the loss of CIC may impair the activity of abnormally surviving CR cells. Previous studies have highlighted a role of CIC in neuronal maturation [28, 34]. Therefore, CIC deletion may impair morphological and/or functional maturation of CR cells, leading to compromised activity and/or connectivity of these cells. However, it is also worth noting that CIC deletion does not completely abolish CR cell activity, for if that is the case, then one would expect behavioral deficits reminiscent of those seen in the CR cell-specific *Vglut2* knockout mice [18]. Since we do not detect any noticeable behavioral deficits in the CR cell-specific *Cic* knockout mice, we hereby propose that learning deficits and seizures seen in individuals with the *CIC*-related neurodevelopmental disorder are unlikely to be caused by CIC dysfunction in CR cells.

CR cells are recognized to be heterogeneous as defined by their diverse ontogenetic origins. In rodents, CR cells originate from the cortical hem, the ventral pallium, the septum, and the thalamic eminence [36, 39, 62–64]. A previous study described substantial transcriptional diversity among CR cells in the E18 dorsal and medial pallium using a down-sampling–deconvolution framework that resolved eight CR cell clusters [65]. In contrast, our P14 hippocampal CR cell scRNA-seq dataset revealed four clusters with little overlap in marker genes. This discrepancy is expected, given the differences in developmental stage (embryonic vs. postnatal), anatomical context (whole forebrain vs. hippocampus), and analytical approach (down-sampling/deconvolution vs. standard single-cell pipeline). Hippocampal CR cells arise from the cortical hem and belong to the *ΔNp73*-lineage. Our single-cell transcriptomics study revealed that, even within an ontogenetically homogeneous group of *ΔNp73*-lineage hippocampal CR cells, there is recognizable heterogeneity defined by their transcriptional signatures. Our data uncover unique developmental states and functional subgroups of hippocampal CR cells. Cells in cluster 0 may be involved in “axonogenesis” and “axon guidance” as indicated by gene set enrichment analysis. Hippocampal CR cells form elaborate axon collaterals. Based on their projection patterns, hippocampal CR cells can be grouped into three subtypes [12]. Whether cluster 0 CR cells in our dataset fall into a specific projection pattern subgroup remains to be investigated. Nonetheless, our data provide a useful resource to further dissect genes and pathways important for axon development of hippocampal CR cells. Our data also reveal potential functional subtypes of hippocampal CR cells in the local circuit. Hippocampal CR cells receive GABAergic inputs from neurogliaform interneurons in the SLM and interneurons in the OLM [16, 66], and these spontaneous synaptic inputs are completely abolished by GABA_A_ receptor antagonists [66, 67]. Our identification of cluster 2 CR cells expressing high levels of *Gabrg3*, which encodes the γ subunit of the GABA_A_ receptor, suggests that different subsets of hippocampal CR cells may have varying levels of the γ3 subunit, which could affect receptor localization and functions [67–69]. Although hippocampal CR cells receive almost exclusively GABAergic inputs, they also express functional ionotropic glutamate receptors [67]. Our data indicate that the kainate receptor subunit *Grik1* is selectively expressed in cluster 1 cells, shedding light on the molecular composition of the putative ionotropic glutamate receptor complexes.

In the absence of CIC, *Fgf1* and several immediate neighboring transcripts are upregulated in hippocampal CR cells. This strongly indicates the involvement of an enhancer element that regulates these transcripts. As a transcriptional repressor protein, CIC is recruited to promoters, enhancers, and distal intergenic regions [45, 70, 71]. However, whether CIC regulates the *Fgf1* locus directly or indirectly remains to be investigated. Our data contrast with the prevailing model that CIC acts exclusively downstream of the growth factor and RAS/MAPK pathway [23–25]. Instead, we find that CIC acts upstream of the growth factor signaling pathway by repressing *Fgf1* expression, highlighting a context-dependent role of CIC in growth factor signaling. The inter-regulation of CIC and FGF signaling may constitute a positive feed-forward loop, whereby FGF signaling downregulates CIC function via the RAS/MAPK pathway, and reduced CIC function further drives upregulation of FGF1. Whether and how this putative loop plays a role in normal brain development remains to be seen, but FGF8 signaling is necessary and sufficient to specify CR cells originating from the rostral septum [72]. Effectors of FGF8 signaling, *Etv1*, *Etv4*, and *Etv5*, are also direct CIC target genes [25, 73, 74]. This raises the intriguing possibility that CIC might also regulate the expression of FGF signaling effectors to specify rostral versus caudal CR cells in the embryonic brain.

FGF1 may act intracellularly or be secreted via nonclassical release [48, 52, 75–78]. In the CR-cell-specific *Cic* knockout mice, whether the upregulated FGF1 acts intracellularly or extracellularly, via autocrine or paracrine pathways, remains to be determined. Our findings suggest that the pro-survival effect of FGF1 on CR cells is mediated through the PI3K/AKT/mTOR pathway, which inhibits apoptosis in part by upregulating BCL2, as previously proposed [56, 79, 80]. Based on these results, we propose an integrated model for the regulation of apoptosis of CR cells in the postnatal hippocampus (Fig. 5K). In this model, CIC normally represses *Fgf1* expression, thereby restraining PI3K/AKT/mTOR activity and promoting apoptosis through BAX upregulation and/or BCL2 downregulation. In the absence of CIC, FGF1 signaling is de-repressed, leading to enhanced AKT phosphorylation, increased BCL2 levels, and prolonged CR cell survival. Thus, CIC functions as a critical “sensor” that tunes the threshold for pro-survival signaling in hippocampal CR cells. However, the upstream sources and nature of the survival cues, and how they regulate CIC activity, remain open questions.

Taken together, our scRNA-seq data offer a rich resource to further investigate key players in synaptic transmission and define the functional subtypes of hippocampal CR cells. Our study reveals a previously unrecognized role of CIC upstream of FGF1 and provides deeper insights into the mechanisms that regulate CR cell apoptosis in the postnatal hippocampus.

## Methods

### Animals

Generation of the *Cic*^*flox*^ mice has been previously described [28]. The *Cic*^*flox*^ mice are also available from The Jackson Laboratory (stock number: 030555). Wildtype C57BL/6 J mice, *Emx1-Cre* mice [B6.129S2-*Emx1*^*tm1(cre)Krj*^/J, stock number: 005628], and *LSL-tdTomato* [B6.Cg-*Gt(ROSA)26Sor*^*tm9(CAG-tdTomato)Hze*^*/J*, stock number: 007909] [81] mice were obtained from The Jackson Laboratory. *ΔNp73-Cre* mice [39] were a generous gift from Dr. A. Pierani (Université de Paris, Paris, France). Mice were group-housed in a 12-hour light – 12-hour dark cycle, with all experiments performed during the light period. Both male and female mice were used for experiments. Detailed information regarding the number of animals used in each experiment is provided in each figure. Ages are indicated where applicable. Animals were not intentionally randomized into experimental groups. However, experiments were generally conducted in the order of animal identification numbers (from smallest to largest), which introduced a quasi-random sequence in the allocation and processing of samples. Data collection and quantification were performed by investigators blinded to genotype and treatment conditions. All animal procedures were performed in accordance with the animal care and use committee regulations of the University of Alberta.

### Adeno-associated viruses and neonatal intracerebroventricular injection

*pAAV[FLEXon]-SYN1* > *LL:rev(mFgf1[NM_010197.3]:IRES:mCherry):rev(LL):WPRE* and *pAAV[FLEXon]-EF1A* > *LL:rev(V5/3xGS/mBcl2[NM_009741.5]):rev(LL):WPRE* were designed and produced by VectorBuilder. *pAAV-EF1α-double floxed-hChR2(H134R)-mCherry-WPRE-HGHpA* was a gift from Karl Deisseroth [Stanford University, Viral Prep #20297-AAV8, Addgene (http://n2t.net/addgene:20297); RRID:Addgene_20297].

shRNAs targeting mouse *Bcl2* were designed using the Genetic Perturbation Platform (GPP) from the Broad Institute. To generate the miR-30E–based Cre-dependent AAV/shRNA constructs (pAAV/*EF1α-FLEXon-mCherry-miR30E-shRNA*), a DNA fragment flanked by *KpnI* (5′) and *HindIII* (3′)—containing, in order: lox2272, mCherry, 5′ miR-30E, shRNA, 3′ miR-30E, and loxP—was synthesized by Twist Bioscience. This fragment was digested with *KpnI* and *HindIII* and ligated into *KpnI/HindIII*-digested *pAAV[FLEXon]-EF1A* > *LL:rev(V5/3xGS/mBcl2[NM_009741.5]):rev(LL):WPRE*. For the U6-based Cre-dependent AAV/shRNA constructs (pAAV/*CreON-shRNA*), a DNA fragment flanked by *HpaI* (5′) and *SpeI* (3′)—containing the shRNA and a terminator sequence—was synthesized by Twist Bioscience. This fragment was digested with *HpaI* and *SpeI* and ligated into *HpaI/SpeI*-digested pAAV-R-CreON shRNA[Control] [82], a gift from Eun Mi Hwang; Addgene plasmid #180775, RRID:Addgene_180775. All DNA constructs were validated by nanopore full-length plasmid sequencing. AAV plasmids were amplified in NEB Stable *E. coli* (C3040H; New England Biolabs, catalog #C3040H).

Viruses were aliquoted and stored at −80 °C until use. Thawed viruses were kept at 4 °C and used within a week. Neonatal intracerebroventricular injections of viruses were performed as previously described [14]. Briefly, newborn pups within 6-hours of birth were anesthetized via hypothermia. The cranial surface was disinfected, and 2 μL of AAV at 1.0–5.0×10^12^ genome copy (GC)/μL was injected into each ventricle using a gas-tight syringe with a 32-gauge needle. After injection, the cranial surface was disinfected, and the pup was placed on a heating pad until mobility and cardiac output were restored. Pups were returned to the home cage and monitored daily for one week.

### In vitro testing of Bcl2 shRNA

HEK293T cells were purchased from ATCC, tested for mycoplasma contamination prior to expansion, and subsequently cryopreserved. Cells cultured in 6-well plates were transfected with 1000 ng total plasmid DNA using Lipofectamine 3000 (catalog #L3000008, Thermo Fisher Scientific). Each transfection included 500 ng of pAAV/shRNA plasmid (scramble or *Bcl2* shRNA, miR-30E- or U6-based) and 500 ng of an overexpression plasmid (empty vector control or *pAAV[FLEXon]-EF1A* > *LL:rev(V5/3xGS/mBcl2[NM_009741.5]):rev(LL):WPRE*). At 72-hour post-transfection, cells were lysed, and protein was isolated for immunoblotting as previously described [33]. Primary antibodies used for immunoblotting were rabbit anti-BCL2 (1:2000; Abcam, ab182858; RRID:AB_2715467) and mouse anti-GAPDH (1:10,000; Advanced ImmunoChemical, 2-RGM2; RRID:AB_2721282).

### Tissue preparation and immunofluorescence studies

Mice were euthanized and transcardially perfused with PBS and 4% paraformaldehyde (PFA) diluted in PBS. Mouse brains were removed and fixed in 4% PFA overnight at 4 °C, followed by incubation at 4 °C in 15% and 30% sucrose solution for 24 hours each. Brains were then cut coronally using a brain matrix, cryo-embedded into Optimal Cutting Temperature compound (catalog #4585, Fisher HealthCare), and subsequently frozen at −80 °C. Brain sections were cut into 40 µm-thick sections using a Leica CM1520 cryostat (Leica Microsystems Inc., Buffalo Grove, IL) before immunostaining. For phosphorylated AKT immunostaining, tissues were post-fixed by sequentially incubating at room temperature for 5 minutes each in 50%, 75%, 95%, and 100% ethanol, followed by the reverse gradient (100%, 95%, 75%, and 50%), and finally rinsed in PBS. Immunofluorescence staining was performed as previously described [47, 83]. The following primary antibodies were used for immunofluorescence staining: goat anti-tdTomato/mCherry (1:500; AB8181-200, SICGEN; RRID:AB_2722750); rabbit anti-TRP73 (1:500; ab40658, Abcam; RRID:AB_776999); mouse anti-RELN (1:500; MAB5364, MilliporeSigma; RRID:AB_1293544); mouse anti-RELN (1:500; ab78540, Abcam; RRID:AB_1603148); rabbit anti-BCL2 (1:500; ab182858, Abcam; RRID:AB_2715467); rabbit anti-CIC [1:500; Huda Zoghbi Lab; RRID:AB_2721281]; mouse anti-V5; R960-25, Invitrogen; RRID:AB_2556564); rabbit anti-phospho-AKT (Ser473, D9E) [1:200; 4060, Cell Signaling Technologies; RRID:AB_2315049]; rabbit anti-phospho-ERK1/2 [1:200; 9101S, Cell Signaling Technology; RRID:AB_331646. The secondary antibodies used were as follows: donkey anti-goat Alexa Fluor 555 (1:1000; A21432, Thermo Fisher Scientific; RRID:AB_2535853); donkey anti-rabbit Alexa Fluor 488 (1:1000; A21206, Thermo Fisher Scientific; RRID:AB_2535792); and donkey anti-mouse Alexa Fluor 647 (1:1000; A31571, Thermo Fisher Scientific; RRID:AB_162542).

### 5-Ethynyl-2′-deoxyuridine (EdU) Injections and detection

EdU (50 mg/kg) was administered intraperitoneally to P5 mouse pups twice, with a 2-hour interval between injections. Brain tissues were collected 2 hours after the second injection and prepared as described above. EdU detection in combination with co-immunofluorescence was performed using the Click-iT EdU Cell Proliferation Kit for Imaging (Alexa Fluor 555 dye; catalog #C10338, Thermo Fisher Scientific) according to the manufacturer’s instructions [34]. EdU detection was carried out after secondary antibody incubation, with samples protected from light, and sections were counterstained with DAPI before mounting.

### TUNEL staining

TUNEL staining was performed using the Click-iT Plus TUNEL Assay Kit for In Situ Apoptosis Detection (Alexa Fluor 488; catalog #C10617, Thermo Fisher Scientific) according to the manufacturer’s instructions with modifications. Coronal brain sections (10 µm, PFA-fixed) were mounted onto Superfrost Plus slides (catalog #12-550-5, Fisher Scientific). Sections underwent ethanol fixation/clearing by sequential immersion (5 min each at room temperature) in 50%, 75%, 95%, and 100% ethanol, followed by the reverse gradient, and were rinsed in PBS. Post-fixation was performed with warm (35–42 °C) 4% PFA for 15 min at room temperature, followed by PBS washes, and tissue boundaries were circled using a hydrophobic barrier pen. Sections were permeabilized with proteinase K for 15 min at 37 °C, post-fixed again in 4% PFA for 5 min, and rinsed with PBS and deionized water. The TdT reaction was carried out by pre-incubating sections with TdT reaction buffer for 10 min at 37 °C, followed by incubation with the TdT reaction mixture for 1 h at 37 °C. Slides were rinsed in deionized water and washed with 3% BSA/0.1% Triton X-100 in PBS. The Click-iT Plus reaction cocktail was then applied for 30 min at 37 °C in the dark, followed by washes in 3% BSA/PBS and PBS. All incubation steps were performed in a humidified chamber in the dark, with slides covered by glass coverslips to reduce evaporation; coverslips were removed and replaced between steps as required. Subsequent immunofluorescence staining was performed as described above, including citrate antigen retrieval and overnight primary antibody incubation at 4 °C.

### Confocal microscopy and image analysis

Immunofluorescence images were acquired using a Zeiss LSM 700 laser-scanning confocal microscope. For adult mice (>7 weeks old), three coronal sections per animal spanning the hippocampus at Bregma –1.46 mm, –1.94 mm, and –2.46 mm were selected for imaging. For younger mice, anatomically comparable sections were chosen. Tiled and z-stacked images were collected for each animal. To quantify CR cell density, one hemisphere of each section was imaged at 20× magnification with a 10 µm Z-stack. Maximum intensity projections were used for quantification. The length of the hippocampal fissure and the area surrounding the fissure (defined as 60 µm above and below the fissure along its length) were measured using Fiji (ImageJ). CR cells expressing the relevant markers were manually counted within this region across three sections per animal. Cell density was normalized to both the length and area of the hippocampal fissure, and in some cases further normalized to littermate controls subjected to the same treatment or analysis to minimize variability between litters and experimental procedures. To detect BCL2, pERK1/2, or pAKT immunoreactivity in CR cells, single-tile images were acquired at 40× magnification with a 15 µm Z-stack in three regions along the hippocampal fissure per section (nine images per animal in total). Both Z-stack images and maximum intensity projections were used for quantification, and results were reported as the total number of marker-positive CR cells across the nine images per animal. All image acquisition and cell counting were performed by investigators blinded to genotype and treatment conditions.

### Single-cell RNA Sequencing and data analysis

Four *ΔNp73-Cre; Cic*^*flox/+*^*; tdT* and four *ΔNp73-Cre; Cic*^*flox/flox*^*; tdT* mice (littermates) at P14 were euthanized with sodium pentobarbital and perfused with artificial cerebrospinal fluid (aCSF; 87 mM NaCl; 2.5 mM KCl; 1.25 mM NaH_2_PO_4_; 26 mM NaHCO_3_; 75 mM sucrose; 20 mM glucose; 2 mM CaCl_2_; 2 mM MgSO_4_) equilibrated in carbogen (95% O_2_, 5% CO_2_) via a gas stone. The brain was promptly removed and kept in aCSF as the hippocampus was dissected. Dissected tissue was kept submerged in aCSF saturated with carbogen on ice. The cell suspension was prepared using the Papain Dissociation System (catalog # LK003150, Worthingon Biochemical Corporation). The resulting cell pellet was resuspended in oxygenated aCSF and DAPI was added for live/dead cell discrimination. Cells were then sorted using a SONY MA900 cell sorter. Sorted DAPI^−^ tdT^+^ cells suspended in aCSF were used to generate the gel-beads cell emulsion by the 10x Chromium Controller (PN-1000202). Gene expression libraries were prepared using the Chromium Next GEM Single Cell 3’ Gene Expression v3.1 (Dual Index) (catalog #PN-1000269, 10x Genomics) following the manufacturer’s protocol. Sample libraries were sequenced in Illumina NovaSeq 6000 (PE150) to an average depth of ~ 50,000 reads per cell. The resulting FASTQ files were converted to count matrix files using Cell Ranger Count v7.1.0 with Mouse (mm10) 2020-A as the reference genome.

Quality control, dimensionality reduction, and clustering were performed in RStudio (2023.12.0 Build 369) using Seurat (v4.4.0; https://github.com/satijalab/seurat). Briefly, for both heterozygous control and knockout datasets, low-quality nuclei were removed by excluding cells with high or low mitochondrial content (±3 median absolute deviations [MAD] from the median), low gene counts (log10(nFeature_RNA) < median − 3×MAD), high transcript counts (log10(nCount_RNA) > median + 3×MAD), or deviations from the expected nCount/nFeature relationship. Doublets were detected using DoubletFinder with adjustment for homotypic proportions. The two datasets were merged, and transcripts associated with mitochondrial genes (^mt-) and ribosomal/rRNA-related genes (Rpl, Rps, Mrp) were excluded. Each dataset was then independently normalized, and 2000 variable features were selected using the “vst” method. Integration anchors were identified across datasets, and data were integrated to correct for batch effects. Integrated data were scaled, subjected to principal component analysis (PCA, npcs = 30), and clustered using the first 20 PCs (resolution = 0.5). Uniform manifold approximation and projection (UMAP) was used for visualization. Differentially expressed genes (DEGs) between conditions within each cluster were identified using Seurat’s FindMarkers (min.pct = 0.25, log2FC threshold = 0.25). Gene set enrichment analysis was performed using the Enrichr-KG [84] web server (https://maayanlab.cloud/enrichr-kg).

### Behavior tests

One hour prior to each behavior experiment, mice were transported from the housing suite to the testing suite to be habituated with a white noise machine that played throughout all behavior tests. Each behavior test was performed on a separate day. All mouse behaviors were recorded, tracked, and analyzed using EthoVision 17 (Noldus, Wageningen, the Netherlands). Tracking was dependent on the mouse’s center-point as detected by EthoVision 17. Nose- and tail-points were also defined by the software. After testing, the mouse was placed back into its home cage, and the arena was thoroughly cleaned with 70% ethanol prior to testing the next mouse.

#### Open field assay

Mice were placed in a white 40 cm×40 cm arena. Each mouse’s behavior and movement in a 15-minute period were recorded and tracked. The center zone was defined as a 30 cm×30 cm area in the middle of the arena.

#### Elevated plus maze

The elevated plus maze was made of four plastic acrylic arms of equal length (35 cm). Two of the arms were surrounded by 20 cm tall acrylic walls (referred to as the closed arms), while the other two arms were open (referred to as the open arms). Mice were placed in the center of the arena and were allowed to navigate between the arms freely. Each mouse’s behavior and movement in a 10-minute period were recorded and tracked.

#### Novel object recognition

On the first day, mice were habituated in a white 40 cm×40 cm arena for 5 minutes. On the second day, two identical objects (small glass jars) were placed in the center of the arena. Mice were placed in the arena and were allowed to interact with the objects for 10 minutes. On the third day, one of the identical objects was replaced with a novel object (Lego brick build). Mice were placed in the arena and were allowed to interact with the objects for 15 minutes. Interactions on both days were videotaped and tracked. A valid interaction with the object was defined as the mouse’s nose point coming within 1 cm of the object. Quickly running by, climbing, or sitting on the object was considered to be an invalid interaction. The discrimination index was calculated by dividing the difference between the time spent interacting with the novel versus the familiar object by the sum of the time spent interacting with both objects—a positive index reflects preference for the novel objec,t while a negative index reflects preference for the familiar object.

#### Spatial object recognition

On the first day, mice were habituated in a white 40 cm×40 cm arena for 5 minutes with a spatial reference (checkered sheet) appended to one of the walls. On the second day, two identical objects (small plastic ice packs) were placed in the center of the arena. Mice were placed in the arena and allowed to interact with the objects for 10 minutes. On the third day, one of the objects was moved closer to the spatial reference while the other remained in the same position (static). Mice were placed in the arena and were allowed to interact with the objects for 15 minutes. Interactions with the objects on both days were videotaped and tracked. The discrimination index was calculated by dividing the difference between the time spent interacting with the moved and static object by the sum of the time spent interacting with both objects—a positive index reflects preference for the moved object, while a negative index reflects preference for the static object.

#### Fear conditioning

Fear conditioning was conducted using the Ugo Basile 46000 Fear Conditioning System controlled by EthoVision 17. On the first day, mice were trained with two tone-shock pairings with 80 second intervals in-between. A tone (2 kHz) played for 20 seconds, and a foot shock at 0.5 mA was delivered during the last two seconds. On the second day, mice were placed back in the arena. The time spent immobile (freezing) in the arena was tracked to assess context-dependent memory. On the third day, the walls of the arena were covered with checkmark sheets, the electric grid was covered with a plastic tile, and a cup with vanilla essence was placed in the chamber. Mice were placed in the arena and were able to move freely. Two 20-second-long tones played in 80 second intervals without a foot shock. The time spent frozen in response to the tone was tracked to assess cue-dependent memory.

#### Spontaneous Y maze

Mice were placed in the center of a white Y-shaped arena. Each arm was of equal length (35 cm×5 cm). Mice were able to freely move around the arena and were tracked over an 8-minute period. An alternation was defined as the number of times a mouse visited unique arms sequentially without revisiting a previous arm (i.e., traversing from arm A to B to C counted as 1 alternation, whereas arm A to B to A does not count as an alternation). The alternation index is calculated by dividing the number of alternations by the maximum possible alternations, which is calculated by Ethovision 17.

#### Light–dark box

The light–dark box was divided into two sections—a 25 cm × 40 cm open section enclosed by transparent acrylic walls, and a 17.5 cm×40 cm dark section enclosed by black acrylic walls and a black plastic cover. A 5 cm-wide opening divided the light-exposed and dark sections of the arena. Mice were placed in the light-exposed section and were able to freely navigate between the light and dark regions of the arena for 10 minutes.

#### Kainic acid-induced seizures

8-week or older mice were placed in separate cages and intraperitoneally injected with 20 mg/kg body weight of kainic acid. Mice were monitored over a 90-minute period. Their behavior and seizure intensity were monitored every 5 minutes. Mice were scored according to a modified Racine scale: 0 = normal response; 1 = limited or no mobility; 2 = head nodding; 3 = hunched posture/stasis; 4 = rearing with forelimb clonus; 5 = rearing and falling, wild jumping, or loss of posture tone. Mice that reached a Racine score of 4 were considered to have developed seizures. Mice that had a Racine score of 5 and persisted for more than 5 minutes reached the experimental endpoint.

### Statistical analyses

Sample sizes are indicated in the figure legends and were consistent with our previous studies. All experimental data were obtained from at least three animals. Statistical analyses were performed using GraphPad Prism. Detailed information on statistical analysis and sample size is provided in the figures and their legends.

## Supplementary information

Supplemental figures

Original western blots

Supplementary Table S1. Gene set enrichment analysis of Cajal-Retzius (CR) cell clusters.

## Data Availability

All study data are included in the article and supporting information. Raw single-cell RNA-seq reads and processed count matrix has been deposited into Gene Expression Omnibus (GSE309238).

# Supplementary material for: Capicua regulates the survival of Cajal-Retzius cells in the postnatal hippocampus
**Source:** Cell Death Dis. 2025 Dec 22;16(1):898. doi: 10.1038/s41419-025-08206-7
**Supplement:** Supplementary file 1 — Supplemental figures

**Figure S1**

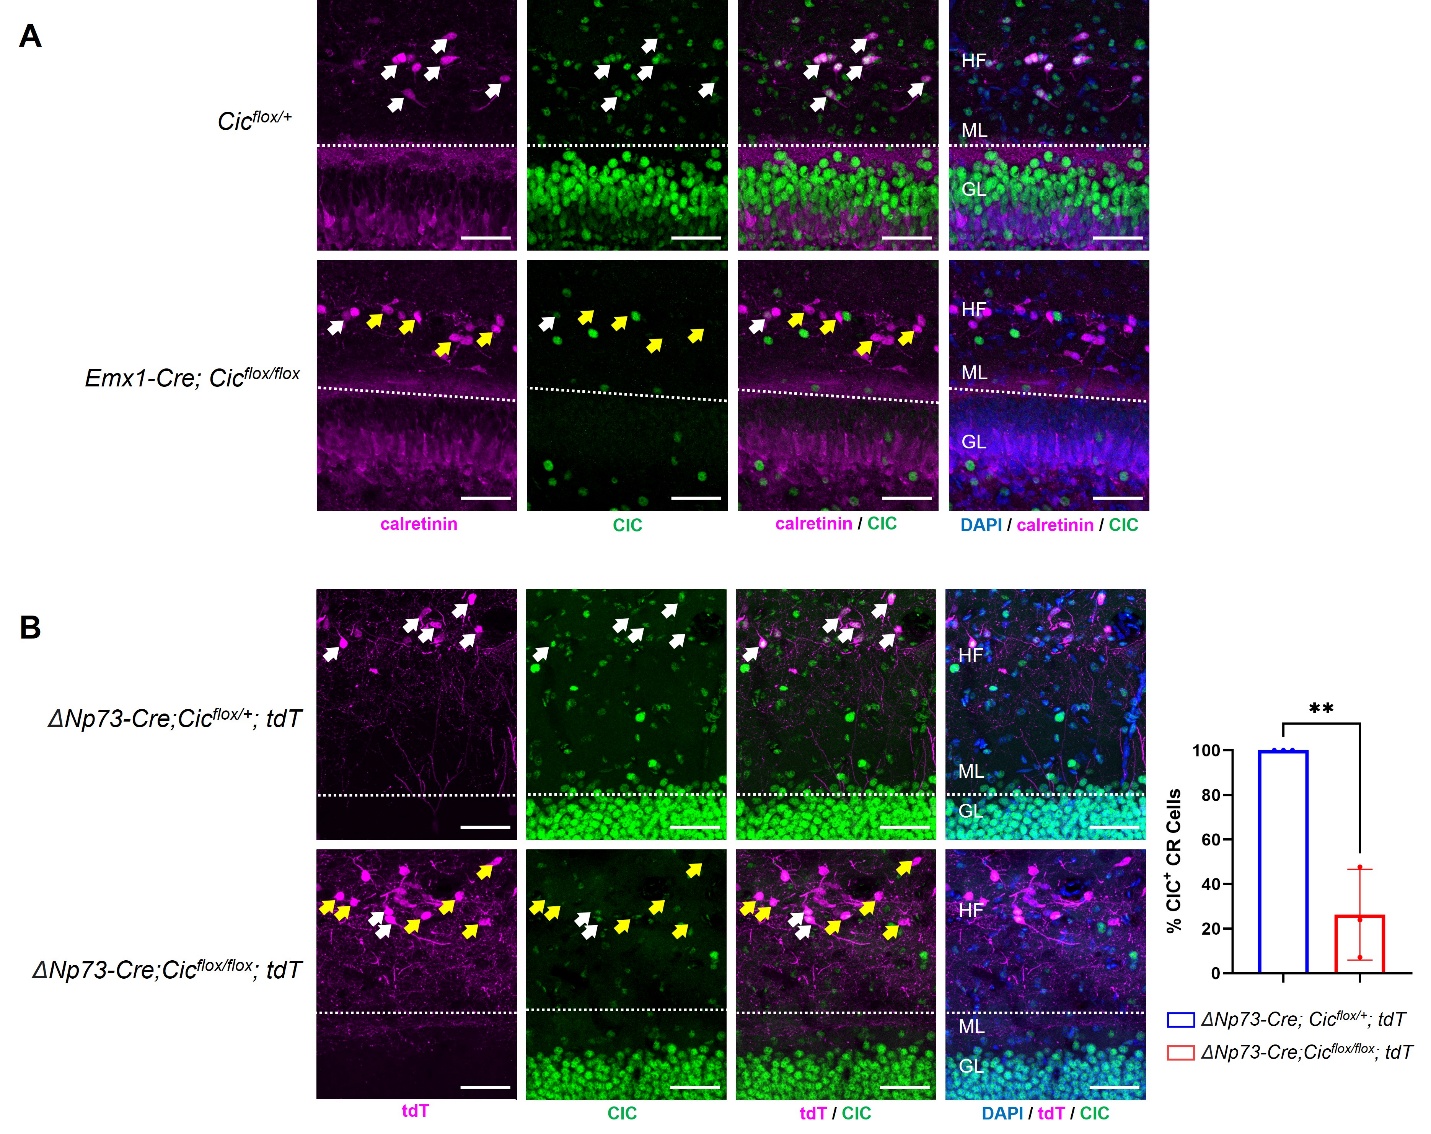

**Figure S1. CIC deletion from hippocampal CR cells in the *Emx1-Cre; Cic^flox/flox^* and the *ΔNp73-Cre; Cic^flox/flox^* mice.** (*A*) Representative immunofluorescence images of CR cells along the hippocampal fissure (HF) in the *Cic^flox/+^* and *Emx1-Cre; Cic^flox/flox^* mice at postnatal day 10. CR cells are identified by calretinin immunoreactivity and their location along the hippocampal fissure. White arrows point to CR cells with CIC expression while yellow arrows point to CIC-depleted CR cells. CIC is deleted from CR cells as well as other forebrain excitatory neurons, including dentate gyrus granule neurons located in the granular layer (GL). (*B*) Representative images of CR cells along the hippocampal fissure in the *ΔNp73-Cre; Cic^flox/+^; tdT* and *ΔNp73-Cre; Cic^flox/flox^; tdT* mice at postnatal day 18. CR cells were identified by their expression of tdT. White arrows point to CR cells with CIC expression while yellow arrows point to CIC-depleted CR cells. Quantification is shown to the right. Data are presented as a scatter plot with error bars representing ± SD. Each data point represents a single animal. Statistical analysis was performed using Welch’s *t*-test. **, *p* < 0.01. Scale bars = 50 µm. ML, molecular layer.

**Figure S2**

**
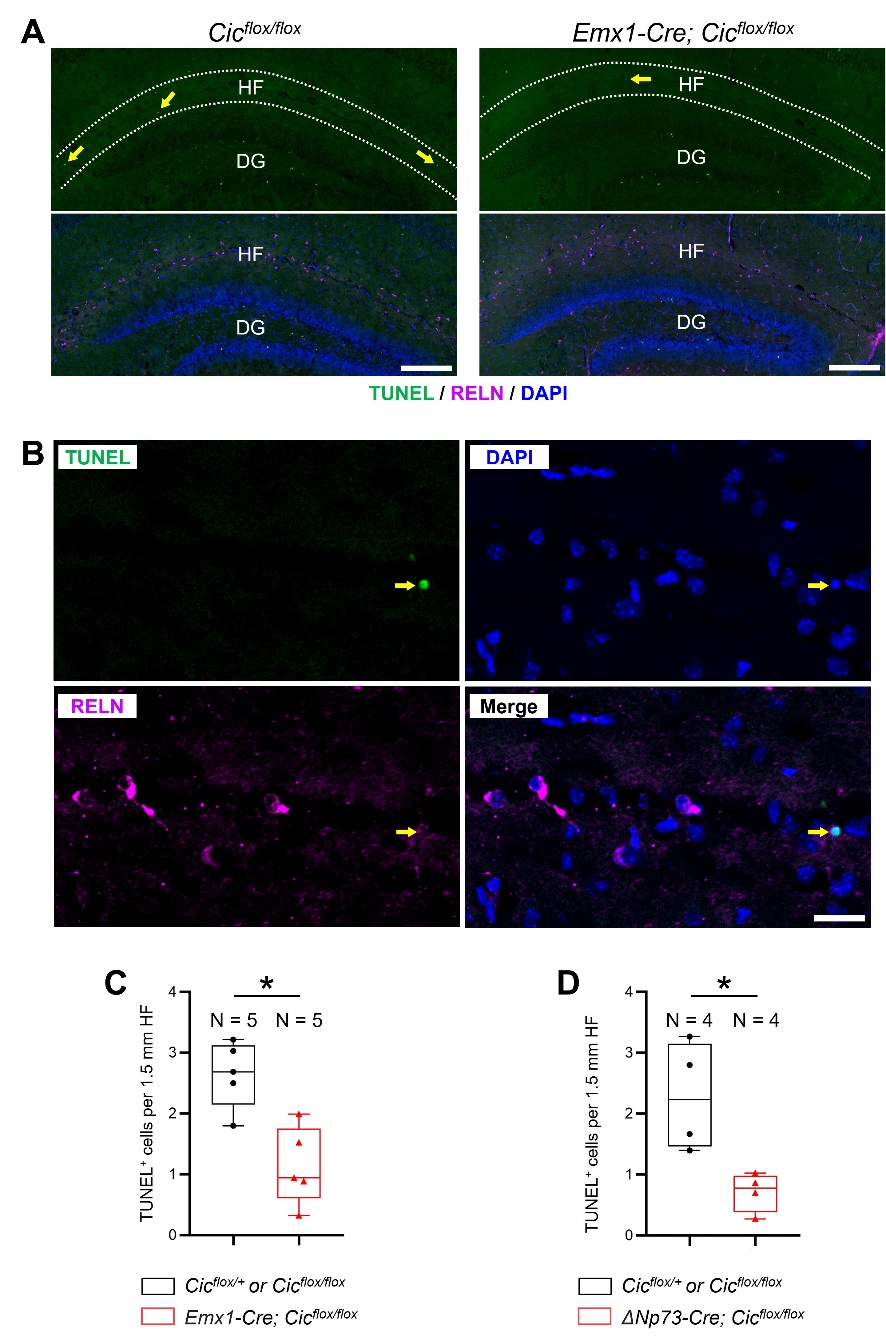
**

**Figure S2. Loss of *Cic* from Cajal-Retzius cells decreases apoptotic cell density along the hippocampal fissure.** (*A*) Representative overview images of the dentate gyrus (DG) at postnatal day (P) 14 from *Cic^flox/flox^* and *Emx1-Cre; Cic^flox/flox^* mice co-stained with RELN and TUNEL. Yellow arrows indicate TUNEL⁺ cells along the hippocampal fissure (HF). Scale bars = 200 µm. (*B*) Representative images of a TUNEL⁺ RELN⁻ CR cell (yellow arrow) along the hippocampal fissure, exhibiting a condensed nucleus visualized by DAPI staining. No TUNEL⁺ signals were detected in RELN⁺ CR cells in either control or knockout hippocampi. Scale bar = 25 µm. (*C* and *D*) Quantification of TUNEL⁺ cell density along the hippocampal fissure at P14 in *Cic^flox/flox^* and *Emx1-Cre; Cic^flox/flox^* mice (*C*) and in *Cic^flox/flox^* and *ΔNp73-Cre; Cic^flox/flox^* mice (*D*). Data are presented as box-and-whisker plots with all data points shown. Each data point represents one animal, with 3–4 brain sections analyzed per animal and treated as nested observations. Statistical analysis was performed using a nested *t*-test. *, *p* < 0.05.

**Figure S3**

**
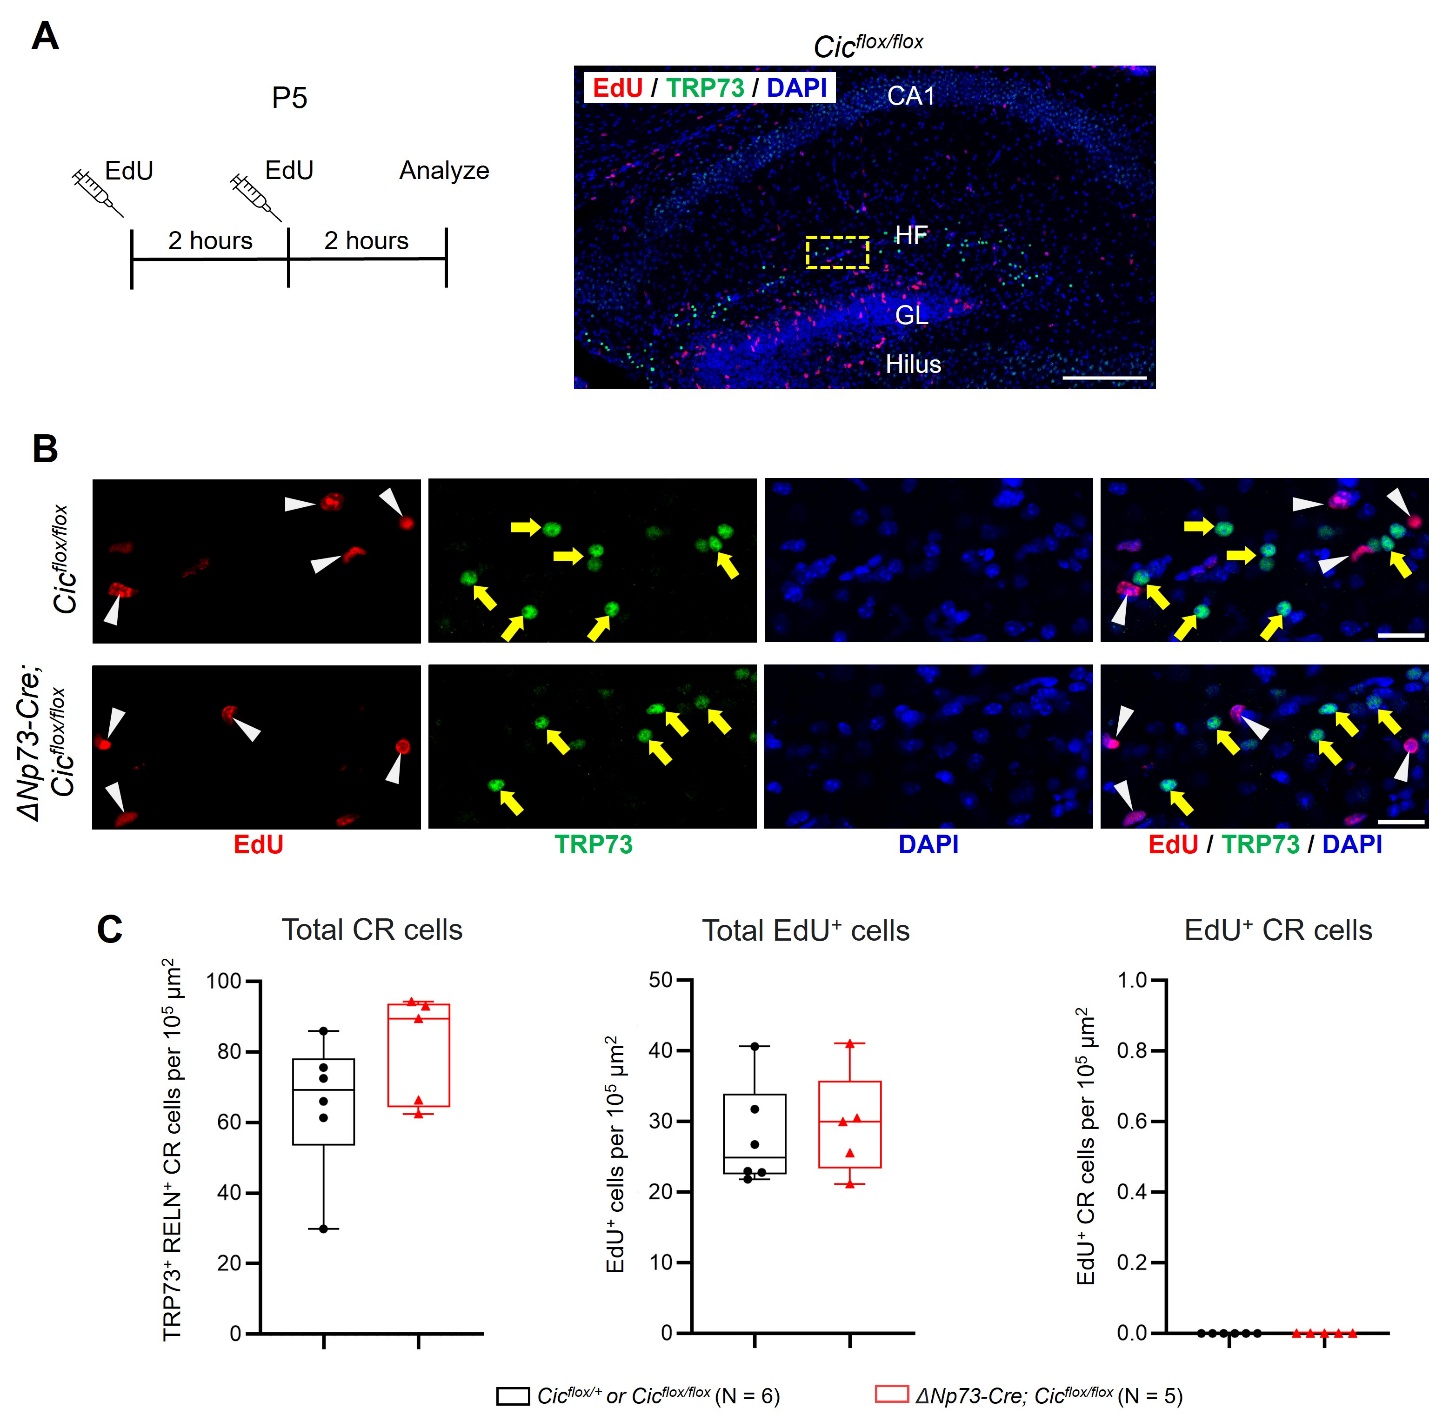
**

**Figure S3. Cajal-Retzius cells are post-mitotic at postnatal day (P) 5.** (*A*) *Left*: Experimental timeline for EdU injection at P5. *Right*: Representative overview coronal hippocampal section from a P5 *Cic^flox/flox^* pup injected with EdU and co-stained with TRP73. CA1, cornu ammonis 1; HF, hippocampal fissure; GL, granule cell layer. Scale bar = 200 µm. (*B*) Representative confocal images of the hippocampal fissure region (boxed in A) from *Cic^flox/flox^* and *ΔNp73-Cre; Cic^flox/flox^* pups injected with EdU at P5. EdU-labeled cells (white arrowheads) do not colocalize with TRP73⁺ CR cells (yellow arrows). Scale bars = 25 µm. (*C*) Quantification of CR cell density, total EdU⁺ cell number, and EdU⁺ CR cell number along the hippocampal fissure. Each data point represents one animal, with 2–3 brain sections analyzed per animal and treated as nested observations. Statistical analysis was performed using nested *t*-tests.

**Figure S4**

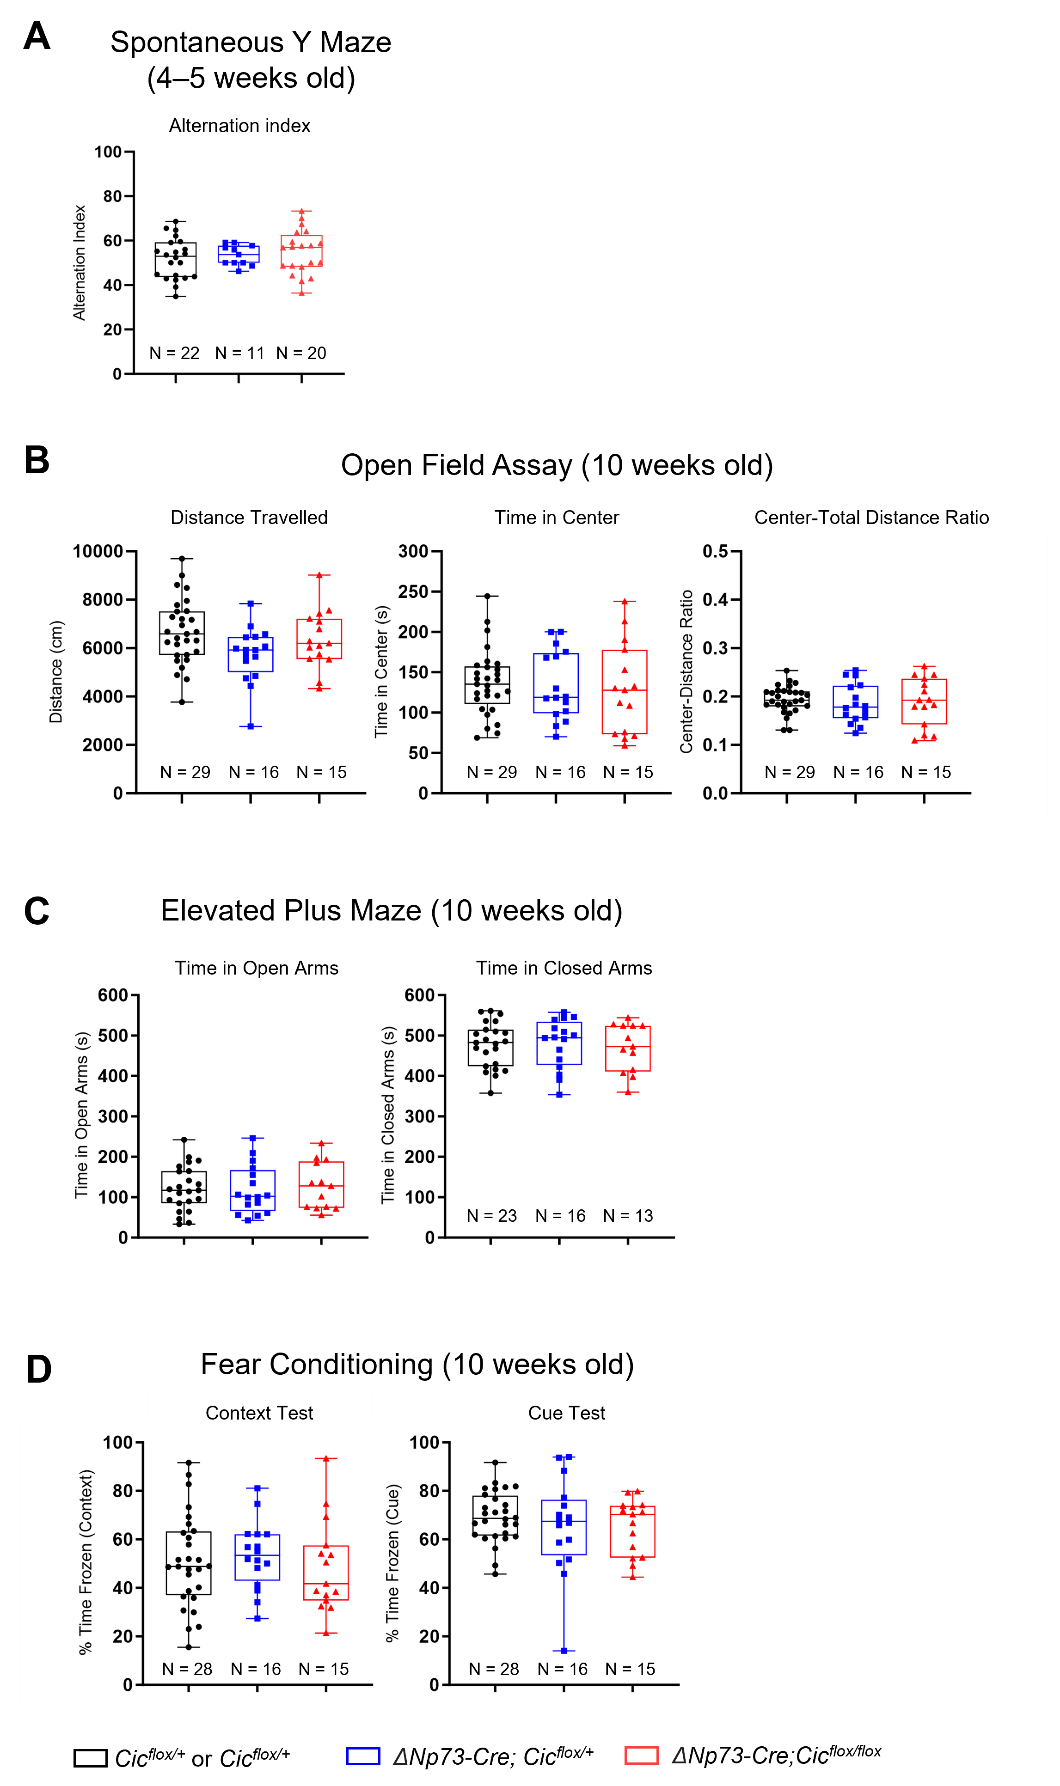

**Figure S4. Selective loss of CIC from Cajal-Retzius cells does not affect specific behaviors.** (*A*) 4- to 5-week-old *Cic^flox^*, *ΔNp73-Cre; Cic^flox/+^*; and *ΔNp73-Cre; Cic^flox/flox^* mice were subject to the spontaneous Y maze assay. 10-week or older *Cic^flox/+^*, *ΔNp73-Cre; Cic^flox/+^*; and *ΔNp73-Cre; Cic^flox/flox^* mice were subject to (*B*) the open field assay, (*C*) the elevated plus maze, and (*D*) the fear conditioning assay. Data are presented as box and whisker plots with all data points shown. Each data point represents a single animal. Statistical analysis was performed using a one-way ANOVA.

**Figure S5**

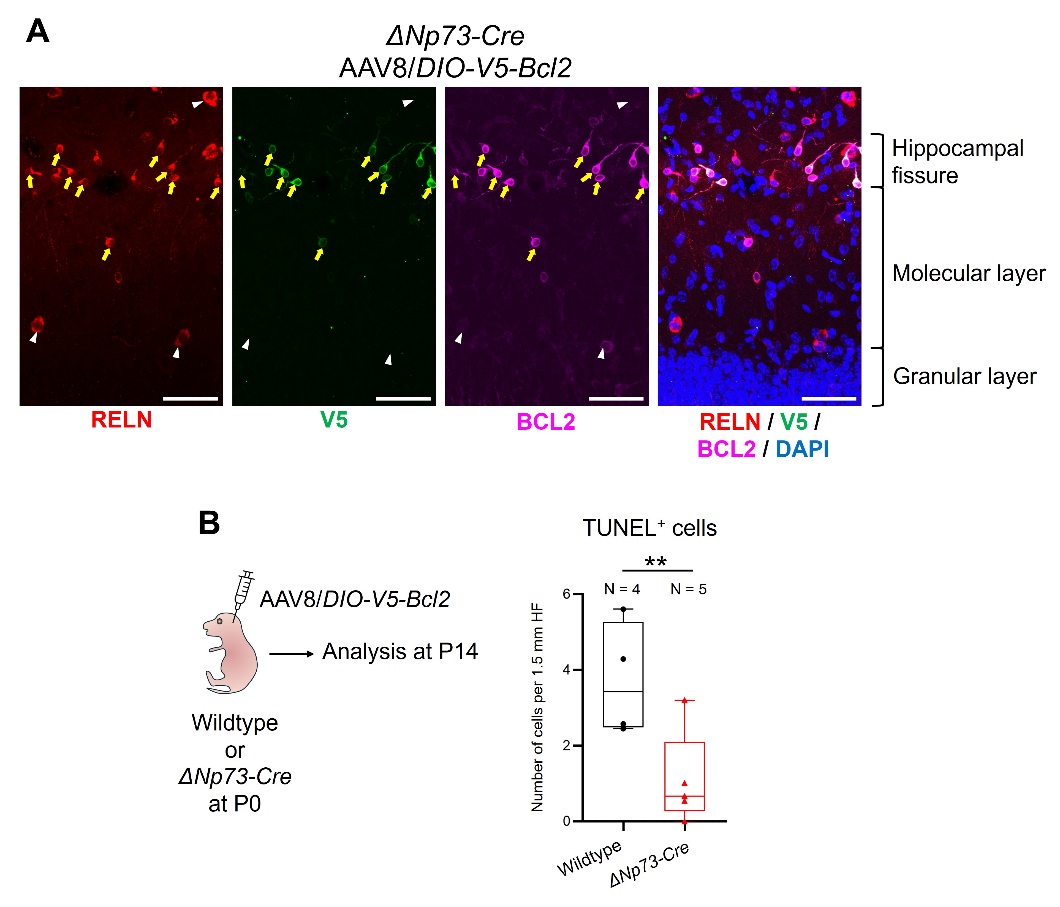

**Figure S5. BCL2 overexpression in CR cells reduces apoptotic cells.** (*A*) Representative images of CR cells along the hippocampal fissure from P20 *ΔNp73-Cre* mice injected with AAV8/*DIO-V5-Bcl2* at P0. Viral transduction efficiency and specificity is validated by colocalization of RELN, V5, and BCL2*.* Scale bars = 50 µm. (*B*) *Left*: Schematic of the experimental timeline for intracerebroventricular injection of wild-type and *ΔNp73-Cre* mice with AAV8/*DIO-V5-Bcl2*. *Right*: Quantification of TUNEL⁺ cells in the hippocampal fissure. Data are presented as box-and-whisker plots with all data points shown. Each data point represents one animal, with 4–5 brain sections analyzed per animal and treated as nested observations. Statistical analysis was performed using nested *t*-tests. **, *p* < 0.01.

**Figure S6**

**
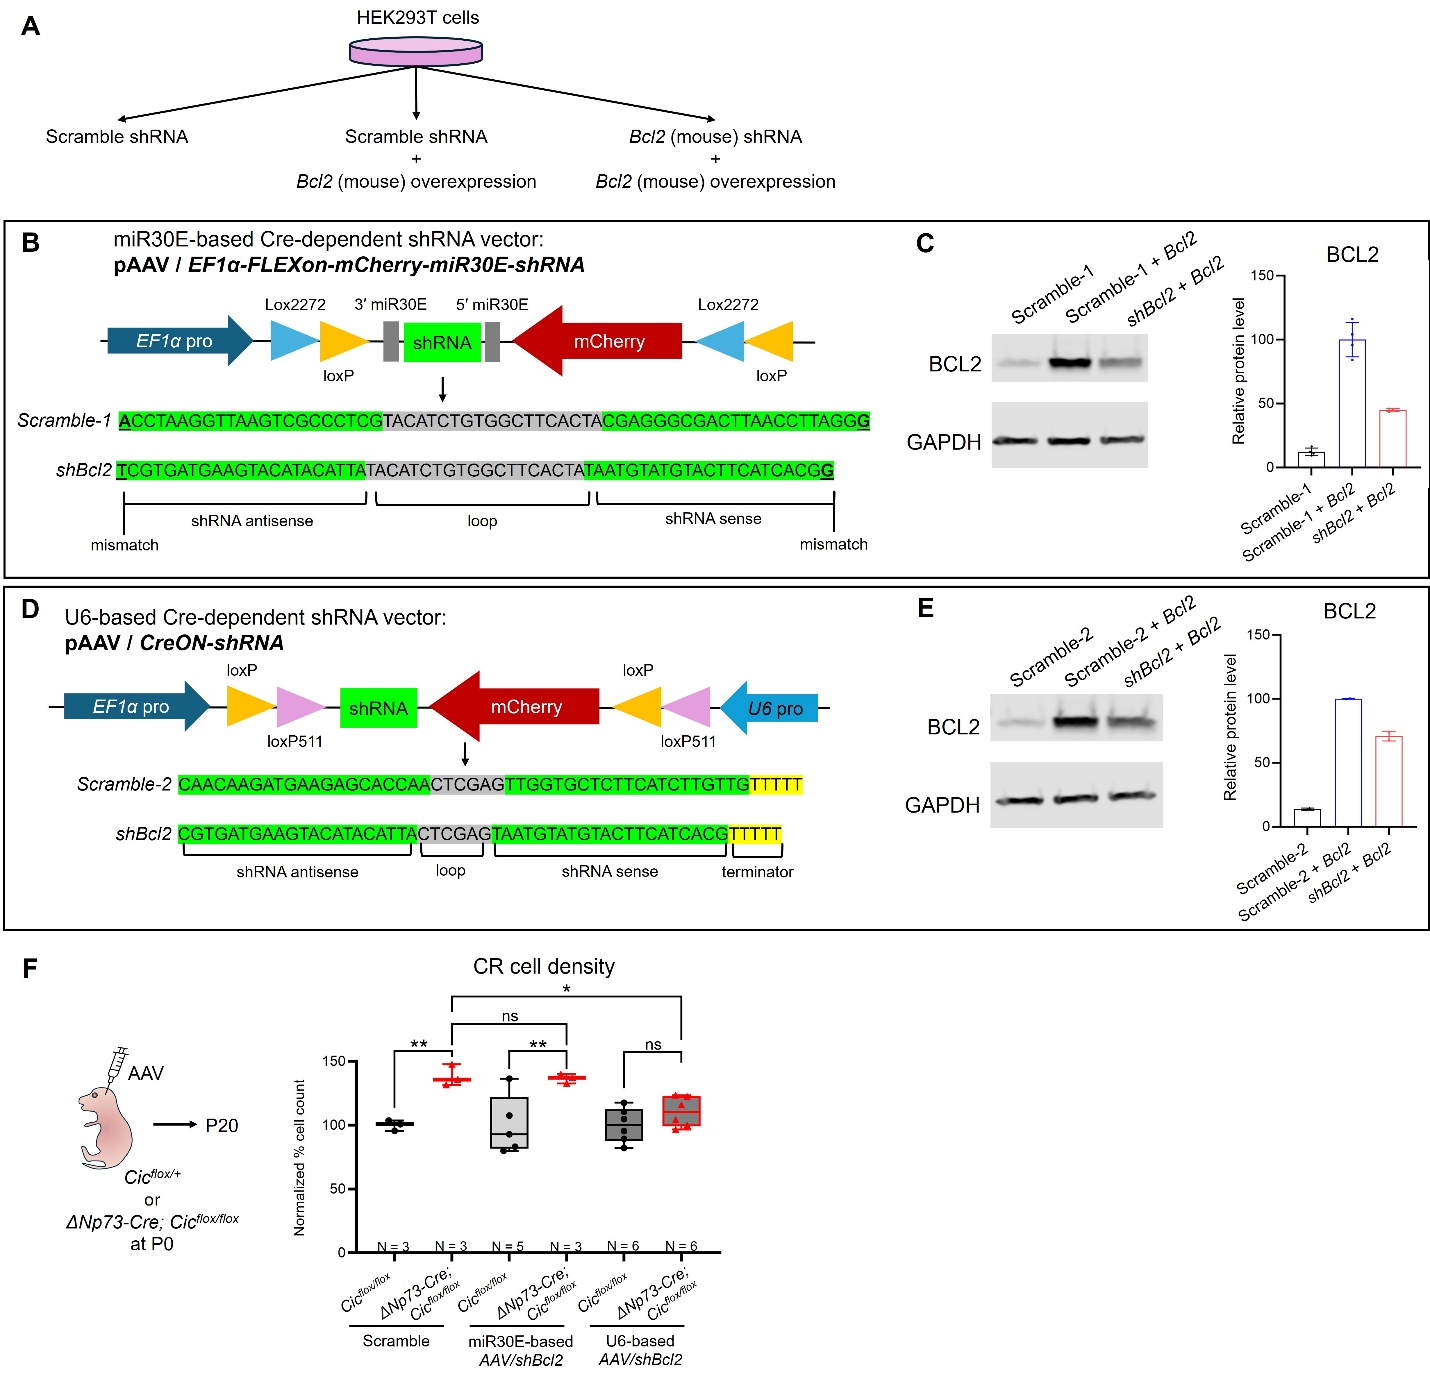
**

**Figure S6. Design and testing Cre-dependent *shBcl2*.** (*A*) Schematic of the *in vitro* assay: HEK293T cells were co-transfected with combinations of scramble shRNA, *shBcl2*, and *Bcl2* overexpression plasmids. (*B*) Diagram of the miR-30E-based Cre-dependent shRNA construct (pAAV/*EF1α-FLEXon-mCherry-miR30E-shRNA*). (*C*) Immunoblot analysis of BCL2 expression, with GAPDH as a loading control. Quantification is shown at right. Data are presented as scatter plots with mean ± SD; each data point represents one biological replicate. (*D*) Diagram of the U6-based Cre-dependent shRNA construct (pAAV/*CreON-shRNA*) and results of *in vitro* testing. Quantification is shown at right. Data are presented as scatter plots with mean ± SD; each data point represents one biological replicate. (*F*) *Left*: Overview of the *in vivo* experimental paradigm. *Right*: Quantification of normalized CR cell density along the hippocampal fissure in P20 mice. Data from knockout mice were normalized to littermate controls injected with the same virus to minimize variation between litters and viral preparations. Data are presented as box-and-whisker plots with all data points shown. Each data point represents one animal, with three brain sections analyzed per animal and treated as nested observations. Statistical analysis was performed using nested one-way ANOVA followed by Sidak’s *post hoc* test. *, *p* < 0.05; **, *p* < 0.01; ns, not significant.

**Figure S7**

**
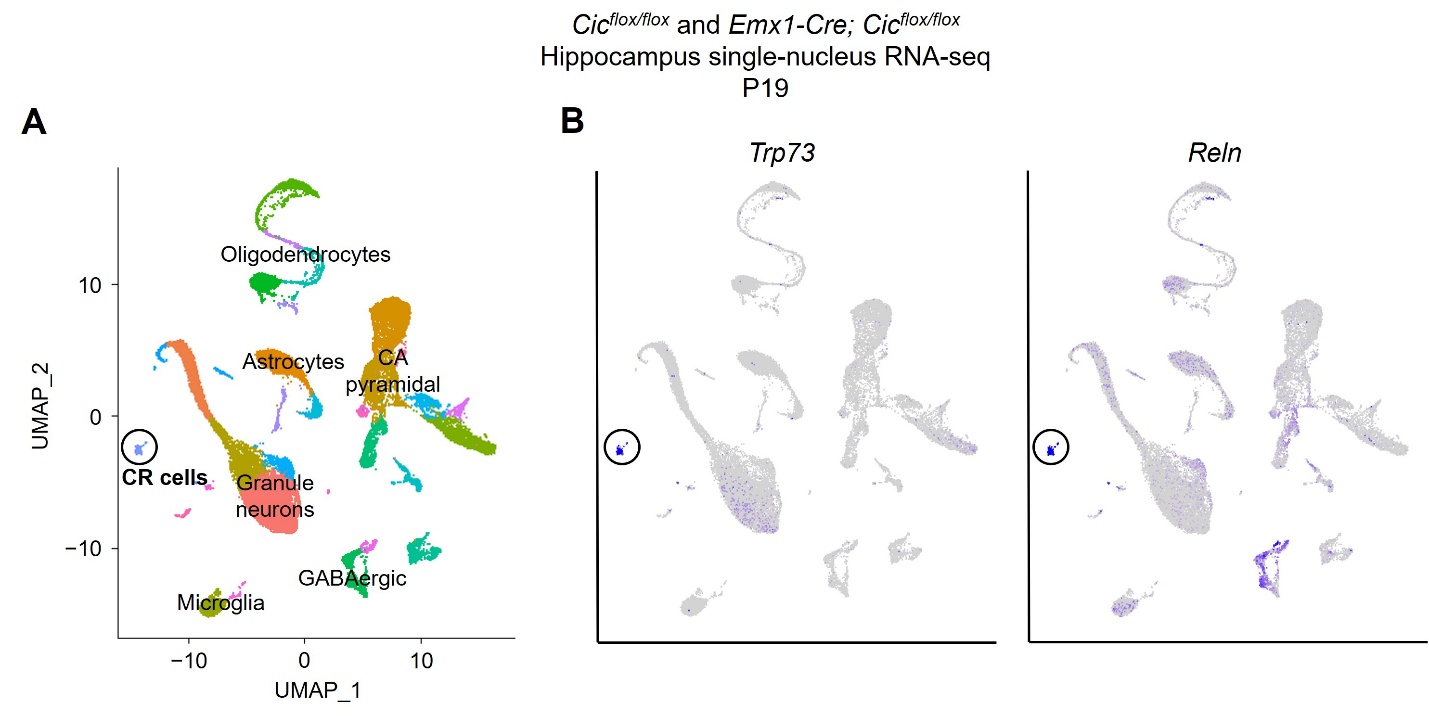
**

**Figure S7. Single-nucleus RNA sequencing of P19 control and *Emx1-Cre; Cic^flox/flox^* hippocampi.** (*A*) UMAP plot of hippocampal cell type clusters, with the Cajal-Retzius (CR) cell cluster circled. (*B*) UMAP feature plots showing *Trp73* and *Reln* expression marking the CR cell cluster.

**Figure S8**

**
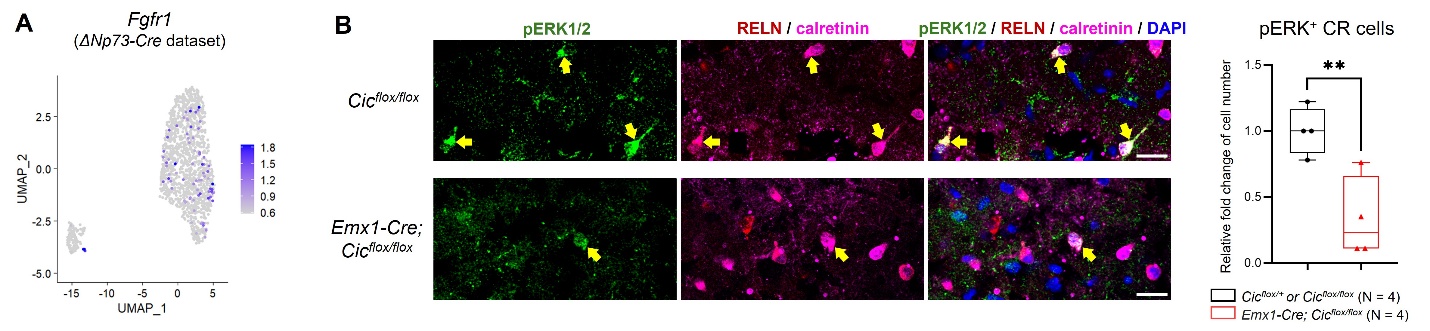
**

**Figure S8. Examination of FGF signaling components in *Cic* knockout mice.** (*A*) UMAP feature plot from the *ΔNp73-Cre; Cic^flox/flox^; tdT* scRNA-seq dataset showing *Fgfr1* expression in a subset of Cajal-Retzius (CR) cells. (*B*) Representative images of pERK1/2 immunoreactivity in CR cells along the hippocampal fissure of *Cic^flox/flox^* and *Emx1-Cre; Cic^flox/flox^* mice at P11. Yellow arrows indicate pERK1/2⁺ RELN⁺ calretinin⁺ CR cells. Scale bars = 20 µm. Quantification of the relative fold change in pERK⁺ CR cell number is shown at right. Data are presented as box-and-whisker plots with all data points shown. Each data point represents one animal. Statistical analysis was performed using Welch’s *t*-test. **, *p* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

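Hippocampal CR cells of mice at P14 were measured by single-cell RNA-sequencing in 2 libraries, 1 from 4 pooled *ΔNp73-Cre; Cic* flox/+*; tdT* mice (control) and 1 from 4 pooled *ΔNp73-Cre; Cic* flox/flox*; tdT* littermates (knockout). The authors deposited the count of UMIs per gene and barcode for all barcodes, made with Cell Ranger on the mouse mm10 reference, without normalization, filtering or cell calling. The version in the header of the matrices differs from the one in the methods. Neither says whether intronic reads were included, nor which strand was counted, so overlapping genes are uncertain. Gene positions were taken by Ensembl identifier from GENCODE M21 on GRCm38.

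The control matrix held 455605 barcodes with a UMI and the knockout matrix 252107. Cells were called as described beside the results, by an order-of-magnitude threshold (1013 control and 403 knockout barcodes) and a comparison of fainter barcodes with the profile of droplets without cells (185 and 47 added; 10000 simulations). The limits on mitochondrial share, number of genes, number of UMIs and their relation were set per library at 3 median absolute deviations, as in the paper. The paper's limit on the relation of UMIs to genes has no number in its text, and the same 3 deviations were used. DoubletFinder was not used here. Instead, the cells with the highest Scrublet scores (scanpy 1.11.5, 20 components) were removed, at 0.8% doublets per 1000 cells. The median score was 0.0591 in the removed and 0.0113 in the kept control cells.

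Clustering used R 4.3.3 with Seurat 5.3.0, where the paper used an earlier version: genes starting with mt-, Rpl, Rps or Mrp were left out, each library was log-normalized, 2000 variable features were chosen by vst, the libraries were integrated by anchors, 30 principal components were computed and 20 used, and the resolution was 0.5. In an earlier run, single cells changed cluster with the rounding of the linear algebra library, so its kernel and the number of threads were fixed, and other seeds and the reverse order of libraries were added as alternatives. A cluster counted as CR cells when at least 3 of 8 CR markers had a UMI in at least 25% of its cells, when no other list of cell type markers had as many, and when no other list had more markers among its 10 leading genes. Lists for GABAergic, granule and pyramidal neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelial, mural, ependymal or choroid cells, fibroblasts and erythrocytes were used in this rule. In the main run, they set apart only the cluster of 4 cells, with 6 of 7 astrocyte, 3 of 6 oligodendrocyte and 3 of 5 ependymal or choroid markers beside 5 CR markers. In the 4 larger clusters, no other list had 3 markers detected. A cluster was also left out when its cells held far fewer UMIs than the median of their library and no CR marker was among its 10 leading genes. The run without quality limits gave 7 clusters, of which 4 counted as CR cells, so its shares do not cover all cells kept. Without integration, *C1ql1* from the precursor list set apart the cluster of 108 knockout cells. A fixed sum of UMIs per group of cells, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, gave CPM, and exact methods gave the intervals. The cells kept held 6364941 control and 2640989 knockout UMIs outside the genes left out. A ratio against a count of 0 was taken against 3 counts and given as a bound, and no ratio was given for 0 against at most 3 counts. In the alternative with the mean of per-cell CPM, the 3 stood for CPM.

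With 1 library per genotype no significance test across cells, p-value, standard error or number of changed genes was made. The genes named were fixed by a rule written before the data were examined: every gene the paper names for these data (with *Bcl2*, *Bax*, *Cic* and *Etv1*), and the 5 genes highest and the 5 lowest in the knockout by the bound of the 95% interval nearer to 1, among genes with at least 100 UMIs and the same direction in each of the 3 clusters (3154 of 8791 genes). The 6 nuclear-retained transcripts were also listed in advance. Other genes, such as *Spry4* and *Gm15336*, were chosen after their values were seen. Sexes of cells were read from *Xist* and 4 Y-linked genes (*Uty*, *Ddx3y*, *Eif2s3y* and *Kdm5d*). *Etv1*, at 12 and 11 UMIs, had a ratio of 2.14 (0.856 to 5.30).

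The steps were tested on simulated data. For the comparison of the libraries in CR cells outside the *Pcp4* cluster, counts were drawn for 20009 genes from the real means and depths with 200 genes changed by known ratios. Of 138 changed genes with at least 100 UMIs, 93.5% had an interval that held the true ratio and 98.6% had one that left out 1 on the true side. Of 8570 unchanged genes, 95.7% had an interval that held the true ratio. Counts drawn in this way carry counting error only, so coverage near the set level of the intervals was built in. These shares check the calculation and cannot show how the intervals hold under spread between cells or libraries. Picked by the bound of the interval among 8708 genes with at least 100 UMIs, 10 of 10 genes were changed genes. This pick did not include the condition of the same direction in each cluster, so the full naming rule was not tested. Thinning brought shares of 75.5% and 99% in simulated shallow and deep cells to 63.8% and 66.8%, against 63.2% in the profile they were made from.

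The alternatives set before the data were examined covered cell calling, quality limits, doublets, integration, resolution, the named genes, the scaling, thinning, ambient correction, sex and the *Pcp4* cluster. Those added later were the subtraction of measured droplet UMIs, knockout cells with or without an *Etv4* or *Etv5* UMI, 3 seeds and the order of the libraries. The median log2 ratio of genes was 0.01 with the CPM used here and 0.01 with the mean of per-cell CPM. The *Emx1-Cre* single-nucleus data, the imaging, the virus experiments and the term lists of the enrichment tools were not analysed here.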

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

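In this part, the tests across knockout cells split by *Etv4* or *Etv5* UMIs, without the highest cells and on precursor cell markers were chosen only after the results were seen. The split by sex was planned, but its use to weigh these genes was also chosen after.

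Genes that the paper does not discuss, and that were far higher or lower in the knockout library than in the control library, drew attention to themselves by the naming rule; *Spry4* was added as a neighbour of the *Fgf1* locus. With 1 library per genotype, none of these differences has a replicate check. Explanations by library preparation were tested by splitting the knockout cells into 148 cells with and 215 cells without an *Etv4* or *Etv5* UMI. The split rests on RNA measured in the same cells and not on a known genotype of each cell. Both groups came from 1 preparation, so a difference that acted alike on all knockout cells would leave them alike. A small effect of depth remains (medians of 6872.5 and 6094 UMIs). The groups were not matched for cluster or cell state, so genes can differ between them for reasons other than CIC loss. *Smim19*, higher in the knockout library, had a ratio of 0.612 (0.398 to 0.925) between cells with and without such a UMI. Cells without such a UMI can still lack CIC.

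*C1ql1* was 13.8-fold higher in the knockout library. A difference that acted alike on all knockout cells, as the only source, is argued against by the split. *C1ql1* was 4.52-fold higher (3.08 to 6.79) in knockout cells with an *Etv4* or *Etv5* UMI than in those without. Cells without such a UMI were still 5.51-fold (3.22 to 9.53) above control cells. For that part, a difference between the preparations stays open. *C1ql1* is also a listed marker of oligodendrocyte precursor cells. Of the other 4 listed markers, *Cspg4* was already at 64.8 CPM in control CR cells (87.1 CPM in the knockout) and was left out of the test after its value was seen, while *Pdgfra*, *Olig1* and *Olig2* together reached 0.850 CPM in the knockout library, against 65.4 CPM of *C1ql1*, which argues against RNA of such cells. The unequal number of male and female mice is argued against by ratios of 12.7 (7.58 to 22.3) in male-like and 11.3 (5.18 to 29.1) in female-like cells. A candidate explanation is thus that loss of CIC raises *C1ql1*, a hypothesis found and tested on the same data.

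*Spry4* was at least 17.1-fold higher in the knockout library with the control set to 3 UMIs, a log2 bound of 4.10. Under the alternatives set in advance, the log2 value went from 1.73 with the mean of per-cell CPM to 5.92 with all CR cells. With the mean of per-cell CPM, the control was set to 3 CPM and not to 3 UMIs. The value of 1.73 is thus another bound, and the range does not show how *Spry4* depends on the scaling. *Spry4* had 14 UMIs in knockout cells with and 8 UMIs in those without an *Etv4* or *Etv5* UMI, a ratio of 2.33 (0.911 to 6.40). With so few UMIs, a difference between the preparations cannot be told apart from an effect of CIC loss. In droplets without cells, *Spry4* had 2 UMIs in the control and 25 UMIs in the knockout, a ratio of 33.0 (8.23 to 287). These droplets come from the same preparations, so they cannot separate the explanations either. The start of *Spry4* lies beside *9630014M24Rik* on the opposite strand, and a strand effect of the counting was not tested.

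*AC150683.1* was lower in the knockout library, at a ratio of 0.143, but 1 control cell held most of its UMIs. Without the highest cell of each library the ratio was 0.321 (0.123 to 0.710), so the single cell accounts for a part of the difference and not for all of it. The annotation used here gave it no position. *Slc5a4b* was lower as well, at a ratio of 0.325. Without the highest cells its ratio was 0.935 (0.489 to 1.71), and the difference may rest on that 1 control cell. In droplets without cells its ratio was 0.0626, so its RNA was also scarcer outside the cells of the knockout library. No biological explanation was tested for these 2 genes.

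*Gm3227* (ratio 0.337) and *Arid3b* (ratio 0.427) were lower in the knockout library. The unequal number of male and female mice is argued against, as the ratio of both genes together was 0.371 (0.221 to 0.589) in male-like and 0.353 (0.205 to 0.583) in female-like cells. Between knockout cells with and without an *Etv4* or *Etv5* UMI their ratio was 0.837 (0.428 to 1.59). This interval holds both an equal level and a strong fall, so a difference between the preparations and an effect of CIC loss cannot be told apart. *Gm3227* is annotated as antisense, and its UMIs are uncertain where the counting strand is not stated.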

How the results depend on the processing

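In this part, the 7 alternatives with knockout cells split by *Etv4* or *Etv5* UMIs, measured droplet UMIs subtracted, other seeds and the reverse order of libraries were chosen after seeing the data. No paired analysis was possible because each genotype had 1 library, both named replicate 1, and their mice were pooled. Leaving out a replicate was not possible for the same reason. All the alternatives set before the data were examined were run.

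The main results kept their direction under all alternatives, but *Arhgap26* was within counting error of no change in knockout cells without an *Etv4* or *Etv5* UMI. *Fgf1* had log2 ratios from 2.99 to 4.21, *9630014M24Rik* from 6.62 to 8.30, *Gm5820* from 3.95 to 6.08 and *Arhgap26* from 0.59 to 1.28 under the alternatives set in advance. Of the 202 values of the main results under these alternatives, 182 stayed within the interval of the reported value, or within 1.5 times of it for numbers and bounds, and 20 left it. Of 74 values under the added alternatives, 69 stayed and 5 left it. The cause was not tested, except where stated.

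With the order-of-magnitude threshold alone, the *Pcp4* cluster held 6.01% of control CR cells, and the nuclear genes of oxidative phosphorylation took 2.81% of UMIs in the control and 3.21% in the knockout *Pcp4* cluster. That share was 3.20% in the knockout with all barcodes of at least 500 UMIs, 2.81% in the control with at least 1000 UMIs, 3.00% in the control and 3.09% in the knockout without quality limits, and 3.23% in the knockout without doublet removal. With limits at 5 median absolute deviations, it was 2.85% in the control and 3.03% in the knockout, and the *Pcp4* cluster held 9.50% of knockout CR cells. As a share of all UMIs it was 2.61% in the control and 2.97% in the knockout, by construction, since the total was larger. Without integration, the log2 ratio was 0.59 for *Arhgap26*, 2.99 for *Fgf1* and 3.95 for *Gm5820*, and 8.60% of knockout cells held an *Fgfr1* UMI, because the cluster of 108 knockout cells was left out by the rule for naming CR cells. In female-like cells the log2 ratio of *Arhgap26* was 1.28. Thinning brought the share of cells with an *Fgfr1* UMI to 1.35% in the control and 7.65% in the knockout, as fewer UMIs per cell must. Knockout cells without an *Etv4* or *Etv5* UMI had log2 ratios of 0.34 for *Arhgap26*, 5.87 for *9630014M24Rik* and 2.62 for *Fgf1*, and those with one had 1.52 for *Arhgap26* and 4.87 for *Fgf1*.

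Single genes whose reported interval left out 0 changed sign in 5 cases. Without integration the log2 ratio of *Trp73* was -0.0146. In female-like cells it was 0.0752 for *Reln*, 0.00666 for *Grik1*, -0.0374 for *Xist* and 0.61 for *Slc5a4b*. For *Xist* this follows from the choice of cells. Of the other values of single genes under the alternatives set in advance, 623 stayed within the interval of the reported value and 53 left it: 22 went farther from 0, 28 came nearer to 0 and 3 took the other sign. The 3 were *Bcl2* (-0.94) and *Etv1* (-1.42) in male-like cells and *Bax* (0.56) in female-like cells, whose reported ratios were within counting error of 1. In the other sex, *Bcl2* was at 0.86, *Etv1* at 2.00 and *Bax* at -0.38. Under the added alternatives 231 stayed and 31 left it, of which 15 went farther from 0 and 16 came nearer. The depth limits *Etv1* and *Spry4*, whose UMIs are too few to place their ratios within less than a wide interval or a bound. The log2 intervals of *9630014M24Rik* (6.14 to 9.99) and *Gm5820* (4.51 to 7.81) were wide as well. The depth also limits the shares of cells with a UMI, which miss cells that express a gene at a low level and include cells whose UMI came from free RNA.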

Differences from the paper's values

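No value that the paper states differed from the value found here by more than 1.5 times. The numbers of cells kept were 987 and 390, against the paper's 1013 and 389, and 4 clusters of CR cells were found, as in the paper. Before any quality limit, 1013 control barcodes and 403 knockout barcodes were at or over the order-of-magnitude threshold. The shares of cells were 38.8% in the control and 38.7% in the knockout *Cck* cluster (about 42% in each in Fig. 5A, read by eye), 24.6% and 22.6% in the *Grik1* cluster (about 25% and about 26% in Fig. 5A, read by eye), 28.9% and 31.8% in the *Gabrg3* cluster (about 25% in each in Fig. 5A, read by eye), and 7.60% and 6.15% in the *Pcp4* cluster (about 8% and about 7% in Fig. 5A, read by eye).

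Under some of the alternatives set before the data were examined, a share was more than 1.5 times from the paper's. These were 25.6% for the knockout *Cck* cluster without integration, 17.3% for the knockout *Grik1* cluster with quality limits at 5 median absolute deviations, 10.9% and 10.0% for the control and knockout *Gabrg3* cluster at a clustering resolution of 0.8, and 4.02% for the knockout *Pcp4* cluster with the order-of-magnitude threshold alone.

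The paper states that no cluster was unique to the knockout mice. With integration this was also found here, but without integration 1 cluster of 108 knockout cells held 0 control cells. The paper states that *Fgfr1* was expressed in clusters 1 to 3. Here, the knockout *Cck* cluster, which stands for its cluster 0 by the rebuilt names, had a share of cells with an *Fgfr1* UMI of 21.2%, beside 15.9% in the *Grik1*, 8.87% in the *Gabrg3* and 20.8% in the *Pcp4* cluster. At equal depth these shares were 8.11%, 10.2%, 6.56% and 0% (0 of 21 cells). At equal depth in the clustering without the named genes, they were 10.1%, 9.21%, 6.57% and 0%, so the order of the *Cck* and *Grik1* clusters depended on the clustering, and their intervals overlapped in both.

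The paper states that cluster 0 was enriched for genes of axon development. The summed UMI share of axon guidance genes was lower in the control *Cck* cluster, at 0.928%, than in the *Grik1* cluster, at 1.07%, and in the *Gabrg3* cluster, at 1.03%. The paper states that cluster 2 was enriched for genes of the GABAergic synapse. The summed share of GABA receptor genes other than *Gabrg3* was highest in the *Gabrg3* cluster of the control library, at 0.122%, but not in that of the knockout library, at 0.116% against 0.118% in the *Cck* cluster, and the knockout values were within each other's intervals. These sums are another measure than the enrichment of marker genes, and the rebuilt cluster names can differ from the paper's clusters.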

Other observations

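In this part, the tests on the cells that share UMIs of the *Fgf1* locus and of *Etv4* or *Etv5*, on the cluster without control cells, on the depth of the *Pcp4* cluster, on *Fgfr1*, on *Egr1* across the split knockout cells, the choice of *Ier2* from the list of 14 genes, and those on the effect of CIC loss on *Camk1d* and its like were chosen only after the results were seen.

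*Xist* was higher and *Uty* lower in the knockout library. Female-like cells made up 46.3% of knockout cells (41.1 to 51.6) and 22.8% of control cells (20.1 to 25.7) outside the *Pcp4* cluster, beside 50% female mice in the knockout pool and 25% in the control pool. This is in line with the unequal pools as the source of both differences. Sex was therefore weighed for other genes. The 3 genes *Fgf1*, *9630014M24Rik* and *Gm5820* together had ratios of 46.8 (28.6 to 81.6) in male-like and 44.8 (20.3 to 123.2) in female-like cells, which argues against sex as the source of their rise.

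In the knockout library, UMIs of these 3 genes and UMIs of *Etv4* or *Etv5* fell in the same cells. With cells thinned to 3000 UMIs, 69.0% (59.0 to 77.9) of the 100 knockout cells with an *Etv4* or *Etv5* UMI also held a UMI of the locus, against 20.9% (16.1 to 26.4) of the 258 cells without. Differences in depth are argued against, since the thinned cells had equal depth. An equal rise in every knockout cell is argued against by 19.3% of cells with both (15.3 to 23.7), where the product of the separate shares was 9.60%. The sex of the mice is argued against, as 41.2% of male-like (33.9 to 48.9) and 45.8% of female-like knockout cells (38.1 to 53.7) held a UMI of the locus before thinning, and 34.5% and 36.6% after it. A candidate explanation is that CIC was lost from a part of the sorted knockout cells only. The paper states that in this mouse line CIC was deleted from most, and not all, hippocampal CR cells, so some of the sorted cells can have kept it. *Cic* RNA had a ratio of 0.742 (0.499 to 1.09) between knockout cells with and without an *Etv4* or *Etv5* UMI, too few UMIs to show which cells these were. How much of the pattern comes from cells that kept CIC, and how much from a varied response of cells that lost it, cannot be told apart by this value.

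Without integration, 1 cluster held only knockout cells, and the other 72.3% of knockout cells (67.6 to 76.7) fell in clusters that also held control cells. This share only restates the size of the cluster, so it cannot tell a difference between the preparations from an effect of the genotype. Of the cluster's leading genes, *Gm5820*, *Shc3*, *9630014M24Rik*, *C1ql1*, *Fgf1* and *Fgfr1* were higher in knockout cells with an *Etv4* or *Etv5* UMI than without. The ratios went from 3.18 for *Fgfr1* (1.92 to 5.42) to 7.12 for *Shc3* (3.99 to 13.6). For these genes, this argues against a difference alike in all knockout cells as the only source. Cells without such a UMI were still 2.30-fold (*Fgfr1*) to 58.7-fold (*9630014M24Rik*) above control cells, which leaves a part open. In the cluster, 80.6% of cells held an *Etv4* or *Etv5* UMI and 88.9% a UMI of the *Fgf1* locus, against 23.9% and 23.1% of the other 255 knockout cells outside the *Pcp4* and the unnamed clusters, but these genes were also among those that set the cluster apart.

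The high share of nuclear genes of oxidative phosphorylation in the *Pcp4* cluster was weighed against a higher cytoplasmic share of RNA. The share of nuclear-retained transcripts in the *Pcp4* cluster was 0.439 of that in the other CR cells in the control library, and the mitochondrially encoded genes were lower as well. This is consistent with more cytoplasmic RNA in these cells, for instance because they were captured more intact or because the other cells had lost cytoplasm. Cell death was not tested, and cells outside the limit on the mitochondrial share had been removed before this comparison. At most 2 *Malat1* UMIs were found in 11 of 75 control and 5 of 24 knockout cells of the cluster, which leaves open that some of these droplets held cytoplasm without a nucleus. The cells also held more UMIs than other CR cells, by factors of 2.26 in the control and 2.21 in the knockout. Doublets as the only source are argued against, as 1.43% (0.0362 to 7.70) of thinned control cells held both *Xist* and Y-linked UMIs. Random pairs of control cells outside the cluster gave 17.7%. Before thinning, 5.33% (1.47 to 13.1) of control cells of the cluster held both, against 1.21% of those outside it. Neither was found in 12% of them, against 5.16% outside, so the test is weaker in this cluster and some doublets stay possible. Free RNA is argued against as the source of the added UMIs, since a droplet without a cell held a median of 87 UMIs. The profile of the cluster was nearer to that of droplets without cells (Spearman rho across genes 0.847 in the control and 0.766 in the knockout) than the other clusters were (0.545 to 0.562 and 0.411 to 0.434).

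*Egr1* was lower in the knockout library. A difference that acted alike on all cells of a preparation is argued against by a ratio of 0.222 (0.101 to 0.436) between knockout cells with and without an *Etv4* or *Etv5* UMI. Of 14 listed immediate early and heat shock genes, *Fosb*, *Ier2* and *Npas4* were lower and *Jun*, *Dusp1* and *Hspa1b* higher in the knockout library beyond counting error. The lowest of these was *Ier2*, at a ratio of 0.659 (0.488 to 0.880), whose interval meets that of *Egr1*. The list went both ways, so a response to dissociation that differed between the preparations in some genes cannot be told apart from an effect of the genotype on *Egr1*.

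*Camk1d*, *Cdk8*, *Gm19951*, *AC160336.1* and *Lncpint* differed between the libraries in cells and also in droplets without cells. Other genes of the list of 24 did so too, such as *Etv4* (droplet ratio 111), *Dusp15* (2.92), *Shisal2b* (1.66) and *Egr1* (0.622). *Fhod3*, *Htr1f*, *Plcl1*, *Podxl2*, *Smim19* and *Uty* did not differ in droplets beyond counting error, and *Gnas* and *Ly6h* went the other way. For the 5 genes named first, the log2 ratio in droplets was a median of 0.653 of that in cells. RNA of the same cells also fills the droplets, so an artefact of the library cannot be told apart from a difference in the cells by this value. For *Camk1d*, *Cdk8* and *Gm19951*, loss of CIC in a part of the cells is argued against by a median ratio of 0.966 between knockout cells with and without an *Etv4* or *Etv5* UMI, each of the 3 being slightly lower where their library ratio is higher. *AC160336.1* had a ratio of 1.21 (0.961 to 1.52) and *Lncpint* of 0.896 (0.827 to 0.971) there, in the direction of their library ratios but too small or too wide to decide. For these 2 genes, this explanation cannot be told apart from the others. A difference in the background strain of the pooled mice stays open for these genes and was not tested.

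*Fgfr1* was higher in the knockout library. Free RNA is argued against, since 0.0400% of knockout droplets without cells held a UMI of it. The sex of the mice stays open: within female-like cells the ratio was 1.66, with an interval that includes 1, within male-like cells it was 6.71, and the single control cell with the most UMIs lowers the ratio of its group, so sex cannot be told apart from the genotype for a part of the difference. The difference between the sexes was not tested. Within the knockout library, *Fgfr1* was 3.18-fold higher (1.92 to 5.42) in cells with an *Etv4* or *Etv5* UMI than in those without. Such cells made up 39.0% of male-like and 43.5% of female-like knockout cells, which argues against sex as the source of this contrast within the library.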
